# Characterization of Shear-Sensitive Genes in the Normal Rat Aorta Identifies Hand2 as a Major Flow-Responsive Transcription Factor

**DOI:** 10.1371/journal.pone.0052227

**Published:** 2012-12-20

**Authors:** Hanna M. Björck, Johan Renner, Shohreh Maleki, Siv F. E. Nilsson, Johan Kihlberg, Lasse Folkersen, Matts Karlsson, Tino Ebbers, Per Eriksson, Toste Länne

## Abstract

**Objective:**

Shear forces play a key role in the maintenance of vessel wall integrity. Current understanding regarding shear-dependent gene expression is mainly based on *in vitro* or *in vivo* observations with experimentally deranged shear, hence reflecting acute molecular events in relation to flow. Our objective was to combine computational fluid dynamic (CFD) simulations with global microarray analysis to study flow-dependent vessel wall biology in the aortic wall under physiological conditions.

**Methods and Results:**

Male Wistar rats were used. Animal-specific wall shear stress (WSS) magnitude and vector direction were estimated using CFD based on aortic geometry and flow information acquired by magnetic resonance imaging. Two distinct flow pattern regions were identified in the normal rat aortic arch; the distal part of the lesser curvature being exposed to low WSS and a non-uniform vector direction, and a region along the greater curvature being subjected to markedly higher levels of WSS and a uniform vector direction. Microarray analysis identified numerous novel mechanosensitive genes, including *Trpc4* and *Fgf12*, and confirmed well-known ones, e.g. K*lf2* and *Nrf2*. Gene ontology analysis revealed an over-representation of genes involved in transcriptional regulation. The most differentially expressed gene, *Hand2*, is a transcription factor previously shown to be involved in extracellular matrix remodeling. HAND2 protein was endothelial specific and showed higher expression in the regions exposed to low WSS with disturbed flow.

**Conclusions:**

Microarray analysis validated the CFD-defined WSS regions in the rat aortic arch, and identified numerous novel shear-sensitive genes. Defining the functional importance of these genes in relation to atherosusceptibility may provide important insight into the understanding of vascular pathology.

## Introduction

Biomechanical forces, generated by pulsatile blood flow, play a key role in the maintenance of vessel wall integrity as well as in the pathogenesis of vascular disease. Uniform flow generates high magnitudes of wall shear stress (WSS) and induces a distinct anti-proliferative and anti-inflammatory endothelial phenotype, along with induction of atheroprotective genes, such as *eNOS* and *Klf2* [1]. Disturbed flow with associated low magnitudes of WSS, on the other hand, renders the endothelium to become dysfunctional by increasing the expression of pro-inflammatory mediators, such as *NF-κB*, *TNF* and *VCAM1,* as well as genes related to pro-oxidation and pro-proliferation [2].

The impact of different patterns of WSS on vascular biology has been extensively studied *in vitro* or *in vivo* with experimental deranged shear [3], [4], [5], [6], [7]. Although *in vitro* studies have provided us with considerable useful information regarding shear-dependent mechanisms, experimental cell culture systems are highly simplified and may not fully represent genes/pathways involved *in vivo*. Indeed, in a study by Ni and colleagues, only about 50% of the mechanosensitive genes found *in vivo* could be replicated *in vitro* [8], demonstrating the critical need of *in vivo* models when studying shear-dependent vascular biology. *In vivo* models with experimentally deranged shear are limited to evaluation of acute molecular events associated with flow disturbances, and does not allow for the capture of compensatory mechanisms operating over longer exposure times, which is more relevant for vascular disease progression. A few studies addressing the “chronic” effect of shear stress by the use of image based computational fluid dynamics (CFD) to identify anatomically separated regions being exposed to different flow patterns have been performed [9], [10], but these studies have mainly focused on endothelial biology. Although endothelial cells (ECs) are the main sensors of fluid flow, they are in a complex crosstalk with the underlying tissue [11], [12], [13], in which upcoming pathological changes become mostly apparent, inducing phenotypic changes of vascular smooth muscle cells, enabling migration and extracellular matrix (ECM) remodeling.

In the present study, we combined CFD simulations of WSS with global gene expression analysis with the aim to investigate local shear-dependent vessel wall biology in the aortic arch of rat under physiological conditions. Aortic geometry and ascending aortic flow information were acquired using magnetic resonance imaging (MRI), followed by CFD estimation of WSS magnitude and WSS vector direction. Microarray analysis was carried out using RNA obtained from portions of the entire aortic wall (including intima, media end adventitia) exposed to high and low WSS, respectively. Gene ontology analysis was further performed demonstrating an over-representation of genes involved in transcriptional regulation. In particular, the basic helix-loop-helix (bHLH) transcription factor *Hand2* was markedly up-regulated in the endothelium of regions exposed to low WSS with disturbed flow, as shown by immunostaining.

## Materials and Methods

### Animals and Ethics Statement

Male Wistar rats (Taconic, Lille Skensved, Denmark) weighing 400–450 g were used. The experimental protocol was approved by the Regional Ethics Committee for Animal Experiments at Linköping University, Sweden, (Permit Number: 49-07) and strictly followed recommended guidelines for care and treatment of experimental animals. Animals were maintained at Animal Facility, Faculty of Health Sciences, Linköping University under constant environmental temperature (21°C) and 12 h:12 h light/dark cycle, and had free access to standard rodent chow and water.

### Experimental Procedure

WSS magnitude and WSS vector direction was determined in totally nine rats. The rats were anesthetized by intraperitoneal injection of a mixture of Rompun (10 mg/kg) and Ketalar (100 mg/kg). A femoral vein was then cannulated for intravenous administration of fluids. Additional doses of anesthetics were given subcutaneously or intravenously at regular intervals. Animals were then transported to the Centre for Medical Imaging and Visualization for determination of aortic geometry and three-dimensional blood flow. Rats were placed prone in the MRI scanner and a heat pack was used to maintain body temperature. Needle electrodes were inserted subcutaneously on all four limbs for registration of ECG, and an air filled cuff was placed under the chest of the animal to monitor respiration (MRI-compatible physiological monitoring and gating system for small animals, SA Instruments, Inc., Stony Brook, NY). A camera was used for continuous observation. Blood was obtained by heart puncture in a second set of rats (n = 9) under isoflurane anesthesia. Blood viscosity was analyzed by free oscillation rheometry using the instrument ReoRox®4 (Medirox, Nyköping, Sweden). A third set of animals was used for subsequent molecular analysis of identified WSS regions (n = 70 for gene expression analysis; n = 6 for protein expression studies). Following CO_2_ euthanasia, the thoracic aorta was immediately removed and quickly rinsed and perfused with either RNA later or PBS. Tissue samples for gene expression analysis were incubated overnight in RNA later and stored in fresh RNA later at −80°C pending RNA extraction. Tissue samples for morphological studies were incubated for 24 hours in 4% Zn-formaldehyde (Histolab Products, Göteborg, Sweden) and kept in 70% EtOH pending paraffin embedding.

### Acquisition of Aortic Geometry and Flow Information Using MRI

Geometrical and flow information from the aortic arch were obtained using a 1.5 T whole body MRI scanner and an eight channel wrist coil (Philips Achieva, Philips Medical Systems, Best, the Netherlands). A bolus of contrast solution (50% saline and 50% Vasovist, Bayer Schering Pharma, Berlin, Germany) (0.1 ml/100 g) was given with a power injection at 0.04 ml/s followed by 1 ml saline. The contrast bolus was tracked using a dynamic 2D gradient echo sequence with a reconstruct voxel size of 1.0×1.0×40 mm and a dynamic scan time of 328 ms. Geometrical information of the aorta was obtained using a 3D contrast-enhanced gradient-echo sequence with randomly segmented central k-space ordering (CENTRA) (TR 5.8 ms, TE 2.0 ms, and flip angle 40 degrees, field of view 70×48 mm, acquisition matrix 140×99, SENSE factor 2 in phase direction). The 3D volume data was reconstructed to a resolution of 0.3×0.3×0.3 mm. Time-resolved information of the aortic blood flow was obtained by acquisition of a 2D through-plane phase-contrast MRI sequence placed supra coronary perpendicular to the flow direction. Retrospective cardiac gating and respiratory gating were performed using an ECG trigger and respiratory belt, respectively, (SA Instruments, Inc., Stony Brook, NY). A 3 mm thick slice was acquired with a spatial resolution of 0.5×0.5 mm and a temporal resolution of approximately 18 ms (TR 9 ms, TE 3.4 ms, flip angle 15 degrees, no SENSE). Acquired data were reconstructed to 38 time frames per 2 heart cycles with a spatial resolution of 0.39×0.39 mm. The velocity data was corrected for effects of concomitant gradient fields and eddy currents.

### WSS Estimations Using Computational Fluid Dynamics

The Image material from MRI acquisitions was processed in the segmentation software Segment [14] (http://segment.heiberg.se/), using the general segmentation tool with a fast 3D level-set approach. In order to reduce the roughness of the surface due to voxel based images and level-set segmentation, i.e. gain a good 3D geometrical description of the aorta, the segmented part was smoothed using a Gaussian smoothing filter included in the segmentation software. Final geometries were trimmed in order to get appropriate surfaces for inlet (ascending aorta) and outlets (descending aorta and the three major branches in the aortic arch – innominate artery (IA), the left common carotid artery (LCCA) and the left subclavian artery (LSA)). Non-structured tetra-based meshes were created using Ansys ICEM 10.0 (ANSYS, Inc., Canonsburg, Pennsylvania, USA), with prism layers near the wall to ensure sufficient resolution for velocity gradients. This was done in order to estimate WSS with high accuracy. To ensure mesh independent results, mesh independent tests were performed.

The Computational Fluid Dynamics (CFD) simulations were performed using the commercial software Ansys FLUENT 12.0.1 (Fluent Inc., Lebanon, New Hamshire, USA). The flow was assumed to be laminar (MRI flow measurement gave a peak systole Reynolds number of approximately 350) and the wall was considered rigid with a no-slip boundary condition. Inflow for all aortas was set to a uniform velocity profile with a temporal distribution of the cardiac cycle based on the MRI measured flow of one representative rat. Roughly, the magnitude of WSS is proportional to the flow velocity, meaning that absolute magnitude of WSS would potentially differ if animal-specific flow information were to be used. However, as we are interested in the distribution of WSS, rather than the absolute magnitude, this will not affect the results. The choice of a uniform velocity profile was made based on previous findings in the human aorta, showing only a very small difference in WSS at peak systole between uniform and spatially measured velocity profile [15]. For the four outlets, temporally fixed outflow fraction boundary conditions were assigned, the fractions being 16% (IA), 7% (LCCA), 3% (LSA) and 74% (descending aorta) (based on MRI flow measurements of the complete set of rats). The blood was modeled as an incompressible Newtonian fluid with constant density and dynamic viscosity of 1050 kg/m^3^ and 0.0102 kg/ms, respectively. In order to eliminate temporal initialization effects, simulations were carried out for three cardiac cycles, using the third cardiac cycle for WSS evaluation. WSS magnitude and WSS vector direction was extracted from four time points during the cardiac cycle; late diastole, early systole, peak systole and late systole, and evaluated respectively.

### Isolation of Total RNA

With guidance from the CFD simulations, regions exposed to high and low WSS, respectively, were cut out and directly put in pre-chilled Lysing Matrix D tubes (MP Biomedicals, Illkirch, France) containing Trizol (Invitrogen, Paisley, Scotland, UK). In order to yield significant amounts of RNA, tissue pieces from the high and low WSS region, respectively, from five animals were pooled to obtain a paired sample (in total, 70 animals were used to obtain 14 pairs (i.e. 28 pools) of high and low WSS). Samples were homogenized with FastPrep. Total RNA was isolated using RNeasy Mini kit (Qiagen, Maryland, USA), including DNase treatment for elimination of potential DNA contamination. RNA integrity was analyzed by the use of an Agilent 2100 Bioanalyzer (Agilent Technologies Inc., Paolo Alto, CA, USA) and quantified using NanoDrop (NanoDrop products, Wilmington, DE, USA).

### Quantitative Real-time Polymerase Chain Reaction (QRT-PCR)

A total of 200 ng RNA from each sample was reversed transcribed with random primers and Superscript II (Invitrogen, Carlsbad, CA, USA). Amplification of cDNA was performed in 20 µl reactions using 1×TaqMan Universal PCR Mastermix (Applied Biosystems, Foster City, CA, USA) on a StepOnePlus™ Real-Time PCR System (Applied Biosystems, Foster City, CA, USA). Each sample was analyzed in duplicates and standard curve methodology was used for quantification of specific gene targets. The following Assay on Demand kits (Applied Biosystems, Foster City, CA, USA) were used: AVPR1A: Rn00583910; EMB: Rn00586815; FGF12: Rn00590748; HAND2: Rn00575515; MOBKL1A: Rn01414217; RYR3: Rn01486097; SLAIN2: Rn1765810; TNF: Rn00562055; TRPC4: Rn00584835; VCAM1: Rn00563627. TATA-binding protein (TBP, Rn01455646) served as an RNA loading control. Reactions without template were included as negative controls. The thermal protocol were as follows: 50°C for 2 min, 95°C for 10 min, followed by 50 repeats of 95°C for 15 sec, 60°C for 1 min. Expression was measured in 14 pairs of low and high WSS.

### Gene Arrays and Analysis of RNA Microarray Data

RNA samples were hybridized and scanned at the Karolinska Institute microarray core facility. Affymetrix Rat Gene 1.1 ST Array Plate system and protocols were used. Transcriptional profiling was performed on all 28 sample pools (14 pairs). Raw data from cel-files was pre-processed using the RMA-algorithm [16], in which the distribution of gene expression levels on individual arrays are normalized to the overall mRNA level distribution. Gene annotation was downloaded from the Affymetrix web page (version RaGene-1_1-st-v1.na31.rn4). Probe sets without annotation and probe sets with mean expression level below 4 were omitted from analysis, resulting in the analysis of 13 968 genes. Principal component analysis (PCA) was performed on the gene expression of all genes, using the *made4* package as implemented in R 2.13.0. Molecular function was assigned using databases of Gene Ontology by the free access DAVID algorithm http://david.abcc.ncifcrf.gov/. Multiple testing correction was inherently considered in the DAVID algorithm through the use of Benjamini-Hochsberg multiple testing correction. The microarray data is available at Gene Expression Omnibus, accession number GSE40170.

### Immunostaining

Immunostaining for HAND2, TRPC4, FGF12, Von Willebrand Factor (vWF) and PECAM1 was performed on deparaffinised tissue sections treated with DIVA solution (Biocare Medical, Concord, CA) using goat-anti-mouse HAND2 polyclonal antibody (sc-9409, Santa Cruz, UK), goat-anti-human TRPC4 polyclonal antibody (sc-15063, Santa Cruz, UK), goat-anti-human FGF12 polyclonal antibody (sc-16809, Santa Cruz, UK), rabbit-anti-human vWF polyclonal antibody (A0082, DakoCytomation, Glostrup, Denmark) or goat-anti-human PECAM1 polyclonal antibody (sc-1506, Santa Cruz, UK). PBS was included as control. Endogenous peroxidase activity was quenched with 3% hydrogen peroxide for 5 min and nonspecific binding sites were blocked with 20% goat serum. Biotinylated anti-goat or anti-rabbit IgG (Vector, Peterborough, UK) were used as secondary antibodies. Sections were then incubated with Avidin-biotin peroxidase complex (Vectastain ABC kit, Vector Laboratories, Burlingame, CA) for 30 min in room temperature, followed by visualization using 3,3′-diaminobenzidine tetrahydrochloride (Dako, Glostrup, Denmark). All sections were counterstained with Mayer’s hematoxylin (Histolab Products, Göteborg, Sweden), and blindly evaluated by three independent observers.

### Statistical Analysis

Differential expression of all 13 968 genes were investigated using a paired Student’s T-test assuming unequal variance, followed by Bonferroni correction for multiple testing. To determine if our findings were dependent of the amount of SMCs present in each sample, a linear regression analysis was performed including the expression levels of the SMC specific markers SM22 and Cnn1 as covariates, and with WSS as response variable. Statistical analyses were performed using SPSS 15.0 for Windows software (SPSS Inc., Chicago, IL, USA) or R 2.13.0.

## Results

### Geometry Data and Blood Flow in the Rat Aorta

Aortic geometry and blood flow velocities were successfully acquired in nine male Wistar rats using a 1.5 T whole body MRI scanner and an eight channel wrist coil. A 3D geometry of one representative rat aorta, with maximum intensity projections in the sagittal, axial and coronal directions is shown in Fig. 1A. Fig. 1B shows a phase-contrast and magnitude image at peak systole. Time-resolved ascending aortic volume flow rate is presented in Fig. 1C. These data constituted the basis for the CFD modeling.

**Figure 1:**
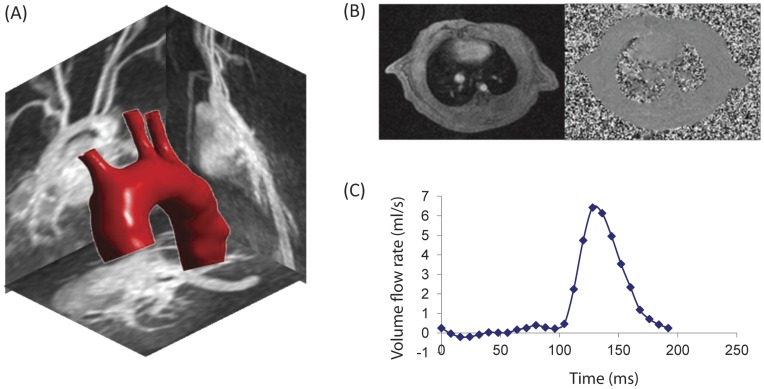
Geometrical and flow information from the rat aortic arch acquired using Magnetic Resonance Imaging. (A) A 3D surface description of the vessel wall of one representative rat aorta following image segmentation on the MRI image material, with maximum intensity projections in the sagittal, axial and coronal directions. The upper right panel (B) shows a phase-contrast and magnitude image at peak systole. The lower right panel (C) shows time-resolved ascending aortic volume flow-rate, measured by MRI and used as inflow boundary condition in the CFD simulation. MRI: magnetic resonance imaging; CFD: computational fluid dynamics.

### WSS Measurements

WSS magnitude and WSS direction vector were gained from the CFD simulation. The simulation was restricted to the ascending aorta, the aortic arch and a segment of the upper part of the descending aorta. In late diastole, no obvious difference in WSS magnitude was observed along the aortic arch, however, at all three systolic time points, a marked difference in WSS magnitude was seen, being consistently higher in a region along the greater curvature, just after the LSA, and lower in a region in the distal part of the lesser curvature. The difference was most prominent in peak and late systole. The WSS vector direction was at all cardiac time points uniform in high WSS region, whereas in the low WSS region, the WSS vector direction was uniform in late diastole, early systole and peak systole but divergent from the main flow direction in late systole. A 3D distribution of systolic WSS magnitude and WSS vector direction of one representative rat aorta is shown in Fig. 2. Dashed lines mark the high WSS region with a uniform flow pattern (i.e. a uniform WSS vector direction) (red area), and the low WSS region with a disturbed flow pattern (i.e. a non-uniform WSS vector direction) (dark blue area). Figure 2B and C show low and high WSS regions, respectively, visualized from another angle. Of note, WSS magnitude and WSS vector direction were analyzed and evaluated in nine Wistar rats, all showing similar general WSS pattern. The WSS magnitude ranged between 25–0 Pa in the low WSS region with disturbed flow, and between 150–60 Pa in the high WSS region with uniform flow pattern when looking at all nine animals in peak systole. Further, expanding and reducing the geometrical model of the aorta altered the absolute magnitude of WSS, becoming lower in large geometrical models and higher in small geometrical models, but had no impact on either the site of location of the two flow regions or the WSS vector direction. Hence, possible errors introduced by the MRI resolution and/or the segmentation approach will not affect the accuracy of the CFD-identified flow regions.

**Figure 2:**
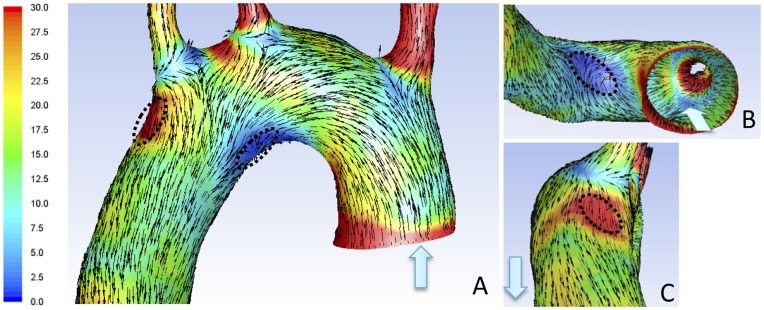
Distribution of WSS magnitude and vector direction in the rat aortic arch under physiological conditions. (A) Systolic WSS magnitude and WSS vector direction in the aortic arch (dorsal view) of one representative rat. WSS is presented as colour-coded (Pa), vector direction is presented as arrows. (B) and (C) show low (dark blue) and high (red) WSS regions, respectively, visualized from another angle. Light blue arrows indicate direction of blood flow. Dashed lines in A–C indicate regions isolated for microarray analysis. WSS: wall shear stress.

### Confirmation of Flow Regions

In order to confirm accurate identification and isolation of the two flow pattern regions the mRNA expression of *TNF* and *VCAM1*, two pro-inflammatory genes known to be up-regulated by low shear stress and disturbed flow [9], [17], were analyzed using QRT-PCR. Indeed, the expression of *TNF* and *VCAM1* were higher in the low WSS region than in the high WSS region (P = 0.002 for *VCAM1*; P = 0.0001 for *TNF*) (Fig. 3).

**Figure 3:**
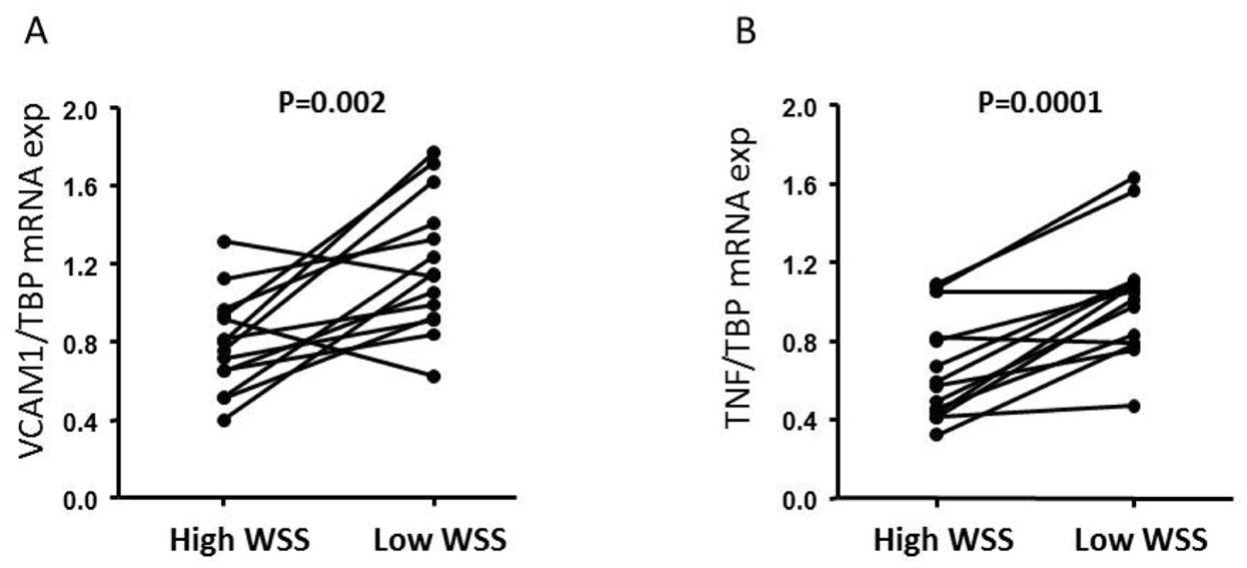
Increased expression of VACM and TNF in regions exposed to low WSS. Expression of *VCAM1* (A) and *TNF* (B) in high and low systolic WSS regions in the rat aortic arch. Gene expression was analysed by real-time PCR and normalized to *TBP* mRNA expression prior analysis (paired T-test) (n = 14 pairs). WSS: wall shear stress.

### Discovery of Mechanosensitive Genes in the Rat Aortic Arch

To further explore the hypothesis that different flow regimes and WSS magnitudes induce distinct patterns of gene expression, mRNA from portions of the entire aortic wall exposed to high and low WSS, respectively, were subjected to global microarray analysis using the Affymetrix Rat Gene 1.1 ST Array. 

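The arrays measured mRNA of the whole aortic wall in pooled pieces from the high and the low WSS region of male Wistar rats. Each pool held tissue from 5 animals, and 70 animals gave 14 pools per region, that is 28 pools in 14 pairs, with 1 array per pool. The values are log2 levels that the authors obtained with RMA, which corrects for background, brings the arrays to a common distribution and summarises the probes of each probe set. The median level per array was 4.88 to 5.00 in the high WSS pools and 4.85 to 4.92 in the low WSS pools. Because the arrays share a distribution, a change in the total amount of mRNA per cell cannot be seen in them. On the array, 18644 probe sets carried 1 gene symbol, 962 carried several and 9608 carried none in the annotation used here. As in the methods of the paper, probe sets without a symbol and probe sets with a mean level under 4 were left out, which left 13383 probe sets. Of these, 12765 carried 1 symbol and stood for 11750 genes. A gene with several such probe sets is represented by the one with the highest mean level, unless another is named. Levels in low and high WSS pools were compared with limma, with the pair as a block, so that each log2 difference is low minus high WSS and rests on 14 pairs. Genes are said to have risen or fallen in low WSS at an adjusted p (Benjamini-Hochberg) under 0.05, and the stricter Bonferroni threshold of the paper is named where it is used. The number of arrays limits the precision. When known changes were put into simulated data with the spread of these arrays, 19 of 50 probe sets with a log2 change of 0.3 passed the Bonferroni threshold, as did 44 of 50 with a change of 0.6 and 48 of 50 with a change of 1.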

PCA was then applied to the Affymetrix gene array mRNA data, including 28 samples (14 paired samples of high and low WSS) and 13 968 genes. 

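The 14 low WSS pools and the 14 high WSS pools lay on opposite sides of the first principal component, 28 of 28 on the side of their own region. The mean score was 48.6 ± 15.7 (SD, n = 14) in low WSS and -48.6 ± 13.4 (SD, n = 14) in high WSS. The pools nearest to the other region had scores of 17.0 in low WSS and -24.2 in high WSS. The first component held 19.9% of the variance of the 13383 probe sets, centred and scaled to unit variance, and the second held 12.3%. Genes of fat cells varied widely among pools of the same region. The level of Adipoq, which encodes the fat cell hormone adiponectin, ran from 4.14 to 10.2 in the high WSS pools and from 4.82 to 10.21 in the low WSS pools. The level of Ucp1, which encodes the uncoupling protein of brown fat, ran from 4.35 to 10.05 in high WSS and from 4.47 to 10.94 in low WSS. Adipoq and Ucp1 are given here because their spread was seen in the data. Of 15 measured genes of white and brown adipocytes, 2 were higher in low WSS and 2 were lower (0 and 2 when adjusted over the list alone). The higher genes were Lpl, the lipoprotein lipase, at a log2 difference of 1.22 (SE 0.47, adjusted p = 0.0447) and Fabp4, a fatty acid binding protein, at 1.19 (SE 0.47, adjusted p = 0.0495), and neither passed an adjusted p of 0.05 in the paired t-test of the methods. The lower genes were Dio2, the deiodinase that activates thyroid hormone, at -1.23 (SE 0.19, adjusted p = 5.27e-05) and Plin4, a lipid droplet protein, at -0.20. The list did not differ from other genes by camera (adjusted p = 0.405). Its mean was higher in low WSS by 1.56, 2.77, 2.13 and 2.38 in pairs 1, 2, 3 and 7 and differed by -1.61 and -1.70 in pairs 4 and 6, and in pairs 4 to 14 alone its median was 0.087 instead of 0.519 and neither Lpl nor Fabp4 passed the test. Without scaling to unit variance, 19 of 28 pools lay on the side of their own region on the first component and 26 of 28 on the second.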

As shown in the plot (Fig. 4), we found that low (closed circles) and high (open circles) WSS samples clearly separated, indicating a strong differential gene expression between the two flow regimes. 

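Among the genes most altered in size, Sost, which encodes the secreted Wnt antagonist sclerostin, was 3.79-fold higher in low than in high WSS regions (log2 difference 1.92, SE 0.15, n = 14 pairs, adjusted p = 7.56e-08). The related developmental genes Mab21l1 and Mab21l2 rose by 1.74 (SE 0.14) and 1.66 (SE 0.13) on the log2 scale, and Slc5a7, the choline transporter of cholinergic neurons, rose to a level of 5.02 from 3.33 in high WSS, which is under the minimum of 4, so the size of its rise is uncertain. In the other direction, the cartilage matrix protein gene Chad fell by 1.82 (SE 0.20, adjusted p = 2.43e-06). Ccn5, which encodes a matricellular protein, fell by 1.40 (SE 0.09), the tissue-nonspecific alkaline phosphatase gene Alpl fell by 1.38 (SE 0.15) and the epidermal transcription factor gene Grhl3 fell by 1.23 (SE 0.13). These 8 genes were taken from those that changed in the same direction in all 14 pairs. With limma, 1004 of 13383 probe sets passed the Bonferroni threshold (p under 3.74e-06), of which 480 (47.8%) were higher and 524 lower in low WSS. Counted by representative probe set, they stood for 812 of 11750 genes, of which 354 were higher and 458 lower. Of the 1004 probe sets, 843 changed in the same direction in all 14 pairs. The paired t-test of the methods gave 763 probe sets past the same threshold, 379 of them higher in low WSS, and 754 at the threshold that the paper prints, 376 of them higher. At an adjusted p under 0.05, limma gave 2739 probe sets higher and 2905 lower. The share of higher probe sets depended on the scaling of the arrays. With each array centred on its median, 715 of 1068 probe sets past the threshold (66.9%) were higher in low WSS. Centring adds the same amount to every log2 difference, which moved the median over all tested probe sets from -0.0032 to 0.0348. List medians in that setting are shifted alike.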

In total, 781 genes were significantly altered (P<3.6E−6; using Bonferroni correction for multiple testing), of which 387 genes (50%) were up-regulated in the low WSS region. The correlation between fold-change and log P were 0.71, thereby motivating our focus on log P values. 

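Genes with large differences did not always have small p-values, as a few genes show. Chad, described above, was 3.52-fold lower in low WSS with p = 3.10e-06 in the paired t-test, while Capns1, the small subunit of calpain, was only 1.28-fold higher with p = 7.57e-11. The pair differences had an SD of 0.88 for Chad and 0.07 for Capns1 on the log2 scale (n = 14 pairs). Dlx2, a homeobox gene of the forebrain and the jaw, was 2.47-fold higher with p = 1.40e-05, while Rnf4, a ubiquitin ligase for SUMO-modified proteins, was 1.23-fold higher with p = 3.63e-10. Across the 13383 probe sets, Pearson's r between the linear fold difference (larger over smaller) and the negative log10 of the p of the t-test was 0.70. This correlation is across genes, and genes are not independent replicates. Over the 763 probe sets past the Bonferroni threshold in that test, r was 0.432.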

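Several genes of ribosomal proteins, and Gapdh, appear many times among the altered probe sets, because the array holds many probe sets for them. Of 46 tested probe sets that carry Rpl21, a protein of the large ribosomal subunit, 45 passed the Bonferroni threshold, as did 9 of 10 for Rpl36. Of 33 that carry Gapdh, an enzyme of glycolysis, 27 passed. Rpl21 rose by 0.47 (SE 0.04, adjusted p = 1.71e-07) and Rps3, a protein of the small subunit, by 0.57 (SE 0.05, adjusted p = 7.88e-08), both in 14 of 14 pairs, while Rpl36 changed by -0.35 (SE 0.06) and Rps15 by -0.23 (SE 0.04). Of 77 measured symbols in the list of cytosolic ribosomal proteins, 30 were higher in low WSS and 11 were lower (32 and 11 when adjusted over the list alone). The list was taken by a pattern of the symbols and also holds -like loci, such as Rpl10l1, Rpl35l2 and Rps17l2. Its counts and tests are therefore not those of the ribosomal protein genes alone. By camera the list was higher than other genes (adjusted p = 0.00194), and this call was lost with adjusted p = 0.72 with an estimated correlation and with adjusted p = 0.155 when the smooth muscle genes Tagln and Cnn1 were covariates. With arrays centred on their medians 39 were higher and 9 lower, and 27 and 12 when they were quantile normalized again. Transcripts of ribosomal proteins resemble their pseudogenes, so their probes may bind several transcripts. The 1004 probe sets past the threshold carried 851 distinct symbols among those with 1 symbol, and 62 carried several. Most differences were small, with a median size of 0.407 on the log2 scale and 825 of the 1004 within 1.5-fold. A difference of at least 2-fold was seen in 40 probe sets, 18 of them higher and 22 lower in low WSS.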

A detailed list of all significantly altered genes is shown in Table S1. Further, the microarray analysis confirmed some of the well-known flow-sensitive genes previously reported (e.g. *klf2* and *Nfe2l2* (*Nrf2*)), and identified numerous novel mechanosensitive genes. 

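Klf2, a transcription factor that laminar flow induces in endothelial cells, fell in low WSS by 0.37 (SE 0.09, n = 14 pairs, adjusted p = 0.00248), with a level of 6.93 ± 0.24 (SD) in high and 6.55 ± 0.39 in low WSS, and was higher in low WSS in 3 of 14 pairs. Nfe2l2, the main regulator of antioxidant genes, rose by 0.24 (SE 0.04, adjusted p = 0.000110), in 14 of 14 pairs. Neither passed the Bonferroni threshold, with p = 0.000520 for Klf2 and p = 1.05e-05 for Nfe2l2 in limma. Of 15 measured genes that shear stress is known to induce or repress in endothelial cells, 4 were higher in low WSS, 4 were lower and 7 did not pass the test (5 higher and 4 lower when adjusted over the list alone). Among them, Slc7a7, a cationic amino acid transporter subunit, rose by 0.27 (SE 0.05), and Sod3, the extracellular superoxide dismutase, rose by 0.17 (SE 0.04), a call that ended when the arrays were quantile normalized again. Ptgis, the prostacyclin synthase, changed by -0.30 (SE 0.05) and Cyp1b1, a cytochrome P450, by -0.62 (SE 0.14). By camera the list did not differ from other genes (adjusted p = 0.967), with a median log2 difference of -0.035 and a camera direction upward. The list mixes genes that flow induces with genes that it represses. Camera and the median look for a shift in 1 direction, so they cannot tell whether the list responds to flow. With arrays centred on their medians the median was 0.003, and in pairs 4 to 14 alone, chosen after the data were seen, 3 were higher and 6 lower.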

Correction of the expression values to SMC specific markers (SM22 and calponin), in order to evaluate the potential effect of SMCs outnumbering other cell types, did not change the observed differential expression between high and low WSS samples (data not shown). In addition, we could not detect expression, or see any significant difference in expression, between high and low WSS samples of markers of infiltrating leucocytes (CD3, CD4, CD11b, CD28, CD43, CD16 and CD56) in our microarray material. 

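Tagln (SM22), an actin-binding protein of smooth muscle, had a level of 12.41 ± 0.12 (SD, n = 14) in high and 12.47 ± 0.10 in low WSS (adjusted p = 0.252 from limma), and Cnn1 (calponin) had a level of 11.81 in both (SD 0.14 and 0.12, adjusted p = 0.943). Of 19 measured genes of contractile smooth muscle, 3 were higher in low WSS and 8 were lower (3 and 8 when adjusted over the list alone). Ppp1r14a, an inhibitor of myosin phosphatase, fell by 0.40 (SE 0.04), the coactivator Myocd fell by 0.37 (SE 0.05) and the potassium channel subunit Kcnmb1 fell by 0.38 (SE 0.06), while the hyaluronan-binding protein gene Susd5 rose by 0.49 (SE 0.06). By camera the list did not differ from other genes (adjusted p = 0.402), and its median of -0.005 was 0.033 with arrays centred on their medians and -0.081, with 1 higher and 9 lower, when the arrays were quantile normalized again. Of 16 measured genes of endothelial cells, 0 passed the test in limma, also when adjusted over the list alone. At an unadjusted p under 0.05 or by the paired t-test 0 passed too. The median log2 difference was 0.02, the mean -0.001 (SE 0.133) and camera adjusted p = 0.967. The list mean differed by -0.61 to 0.81 between the pairs, so equal endothelial content of the regions is not shown. With the mean of the adipocyte genes as a covariate, chosen after the data were seen, 5 of the 16 genes were lower in low WSS, and 6 passed the test in pairs 4 to 14 alone. Of 15 measured genes of fibroblasts and the adventitia, 5 were higher and 4 were lower (5 and 4 when adjusted over the list alone), among them Col3a1, a fibrillar collagen, at 0.23 (SE 0.04) and Dpt, a matrix protein that binds decorin, at -0.65 (SE 0.07), with camera adjusted p = 0.646 upward, a median of 0.10 and a mean of -0.001. With the adipocyte covariate, and in pairs 4 to 14 alone, 2 fibroblast genes were higher and 4 lower. With the levels of Tagln and Cnn1 as covariates beside the pair, Hand2 had a log2 difference of 2.01 (SE 0.09), Trpc4 of 1.89 (SE 0.12) and Vegfd of -1.84 (SE 0.14). In that model 305 probe sets passed the Bonferroni threshold, 141 of them higher in low WSS, and 297 of these were among the 1004 without the correction. All 1004 kept their direction and an adjusted p under 0.05. Log2 differences with and without the correction had r = 0.954 across the 13383 probe sets, which are not independent replicates, and the median SE was 0.052 without and 0.07 with it. A call that ended in that model can therefore come from the wider error. Its loss does not show that smooth muscle content explains the difference.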

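Spn (CD43), a surface sialoglycoprotein of leucocytes, rose in low WSS by 0.43 (SE 0.05, n = 14 pairs, adjusted p = 8.84e-06 from limma), in 14 of 14 pairs and past the Bonferroni threshold. Cd4 had a log2 difference of -0.08 (adjusted p = 0.595) on the probe set with the higher level and of -0.28 (adjusted p = 0.00202) on a probe set with a mean level of 4.93. Itgam (CD11b) differed by 0.10 (adjusted p = 0.290) and Ncam1 (CD56) by -0.12 (adjusted p = 0.0733). The mean levels of Cd3d, Cd3e, Cd3g, Cd28 and Fcgr3a (CD16) were 3.32, 3.26, 2.73, 3.34 and 3.52, under the minimum of 4, and these genes were not tested. So of the 4 measured markers named here, 1 was higher in low WSS and 0 were lower (1 and 0 when adjusted over the list alone; camera adjusted p = 0.645), with 1 lower at an unadjusted p under 0.05 and 0 lower by the paired t-test. Of 20 measured genes of macrophages and myeloid cells, 8 were higher in low WSS and 1 was lower (8 and 1 when adjusted over the list alone). Over all genes 4900 of 11750 passed the same test, 2315 higher and 2585 lower, so the share of changed genes in the list is near that of all genes. Lcp1, an actin-bundling protein of blood cells, rose by 0.85 (SE 0.07), the tetraspanin Cd53 rose by 0.66 (SE 0.08), the integrin subunit Itgb2 by 0.48 (SE 0.06) and the actin regulator Coro1a by 0.42 (SE 0.07). Aif1, a marker of macrophages, changed by -0.13 (SE 0.04), a call that ended without the pairing, with trend and robust estimation, with arrays centred or quantile normalized again, with Tagln and Cnn1 as covariates and without replicate 5, 9, 12 or 14. The list had a median of 0.126 and did not pass camera (adjusted p = 0.0634). With the mean of the adipocyte genes as a covariate, chosen after the data were seen, 8 of the 20 genes were higher and 5 lower, and in pairs 4 to 14 alone 7 were higher and 7 lower. Of 6 measured genes of T, B and mast cells, 0 passed the test (0 when adjusted over the list alone; camera adjusted p = 0.735), with 1 higher and 1 lower at an unadjusted p under 0.05 and 0 by the paired t-test.

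**Figure D1:**
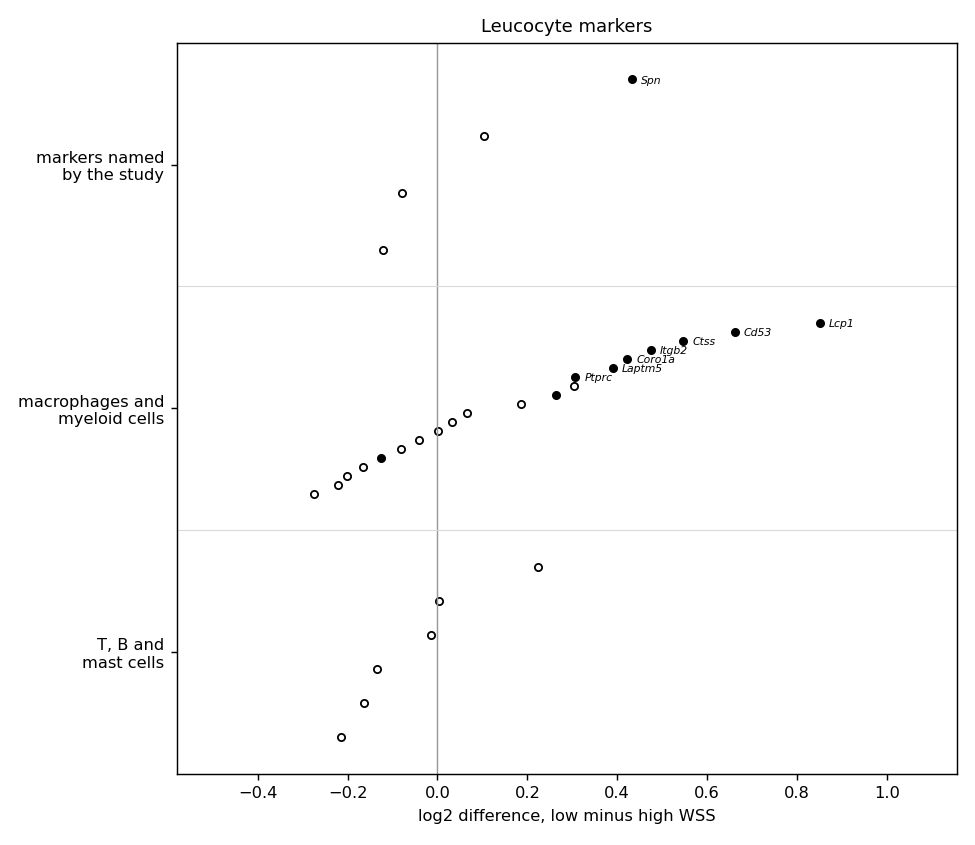
Log2 difference (low minus high WSS, n = 14 pairs) of each measured gene of 3 lists of leucocyte markers. Each circle is a gene, filled at an adjusted p under 0.05 from limma and open otherwise, and the filled circles run from Aif1 at -0.13 to Lcp1 at 0.85.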

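The 50 genes with the smallest p in each direction separated the pools by region. They included Hand2, Emb, Trpc4 and Ryr3, which were higher in low WSS, and Fgf12, Avpr1a, Vegfd and Vipr2, which were lower. Average linkage on 1 minus Pearson's r placed 28 of 28 pools with their own region, as did complete linkage on Euclidean distance of gene-scaled values. The lowest r between 2 pools was 0.967 within high WSS and 0.971 within low WSS, while r between the regions ran from 0.833 to 0.915. All 100 genes changed in the same direction in 14 of 14 pairs, and for 54 of them the levels of the regions did not overlap at all. The genes were selected on the comparison that the tree shows, so a separation by region follows from the selection. The selection also favours genes with 1 direction in all pairs and without overlap.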

Hierarchical clustering analysis of the top 50 up- and down-regulated genes demonstrated a high reproducibility of data (Figure S1).

**Figure 4:**
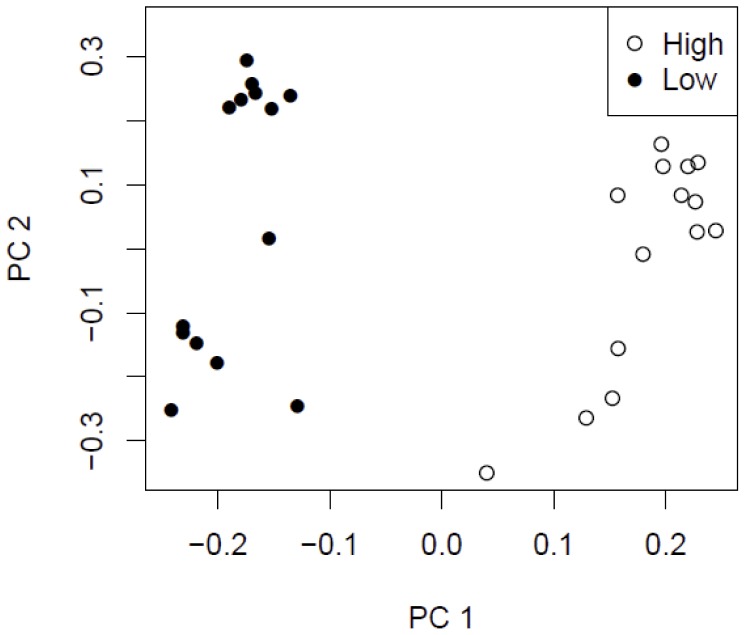
A strong differential expression between low and high WSS regions. Principal component analysis of Affymetrix Rat Gene 1.1 ST Array probe set data containing a total of 13 968 genes expressed in aortic tissue from 28 rat samples. Closed circles indicate low systolic WSS samples; open circles indicate high systolic WSS samples. The expression data was mean centred and scaled to unit variance prior analysis. WSS: wall shear stress.

### Functional Annotation of Mechanosensitive Genes

In order to understand the possible functional importance of the identified mechanosensitive genes, and recognize key processes involved in flow-sensitive gene expression, we performed a gene otology analysis using all the 781 significantly altered genes as input genes. The result showed that flow under physiological conditions in the rat aortic arch predominantly regulated genes involved in transcriptional regulation (P = 9.53E−08; using Benjamini Hochsberg correction for multiple testing). Specifically, *Hand2* was the most significantly altered transcription factor.

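Hox genes, which set position along the body axis, were mostly lower in low WSS. Hoxb6 fell by 1.20 (SE 0.06, n = 14 pairs, adjusted p = 5.69e-10), Hoxa5 fell by 1.05 (SE 0.11) and Hoxa6 fell by 1.00 (SE 0.06), while Hoxd3 rose by 0.40 (SE 0.07, adjusted p = 9.81e-05). Of 14 measured Hox genes, 1 was higher and 10 were lower (1 and 11 when adjusted over the list alone). By camera the list was lower than other genes (adjusted p = 3.15e-05), a call that was lost with adjusted p = 0.0769 with an estimated correlation. Of 12 measured transcription factors of the paraxial mesoderm, which forms vertebrae and muscle, 6 were lower and 0 higher (6 and 0 when adjusted over the list alone), and 0 were higher at an unadjusted p under 0.05 or by the paired t-test. Pax9 fell by 1.43 (SE 0.08), Pax1 fell by 1.09 (SE 0.09) and Six4 fell by 0.47 (SE 0.05). This list was lower by camera (adjusted p = 0.0255, and adjusted p = 0.471 with an estimated correlation). Of 19 measured transcription factors of the neural crest and the pharyngeal arches, from which the wall of the aortic arch partly derives, 9 were higher and 4 were lower (9 and 4 when adjusted over the list alone), with a higher list by camera (adjusted p = 0.0244, and adjusted p = 0.784 with an estimated correlation). Dlx1 rose by 1.70 (SE 0.15), Tbx3 by 1.10 (SE 0.09) and Isl1 by 0.91 (SE 0.06). The lower members were Tfap2b at -0.83, Dlx5 at -0.63, Twist1 at -0.22 and Gata6 at -0.17, and the calls of these 4 ended with Tagln and Cnn1 as covariates, that of Dlx5 also by Welch's test. At a mean level of at least 6, which leaves 9 genes of this list, 3 were higher and 4 lower, with the median at -0.065 instead of 0.063. Hoxb6, Hoxa6 and Pax1 had mean levels under 4 in low WSS, so the sizes of their falls are uncertain. Taking transcription factors by their family names, 81 of 583 tested (13.9%) passed the Bonferroni threshold against 6.5% of other genes (odds ratio 2.30, 95% CI 1.78 to 2.96, two-sided Fisher's exact test, p = 8.59e-10), and of the 81, 15 were higher and 66 lower. The odds ratio was 1.45 at an adjusted p under 0.05 and 3.14 without the zinc finger families. Family names stand in for gene ontology terms here and also catch a few proteins that bind RNA. Hoxb6, Hoxa6, Pax9 and Hand2 stand in Table 1, and Table 1 and Table S1 were read before these lists were written, so the counts and list tests are not independent evidence. The paper reasons from the enrichment among its altered genes that flow in the rat aortic arch mainly regulates genes of transcriptional regulation. The high WSS region lies on the greater curvature and the low WSS region on the lesser curvature. Each region is thus 1 site, and on these arrays site and flow cannot be told apart.

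**Figure D2:**
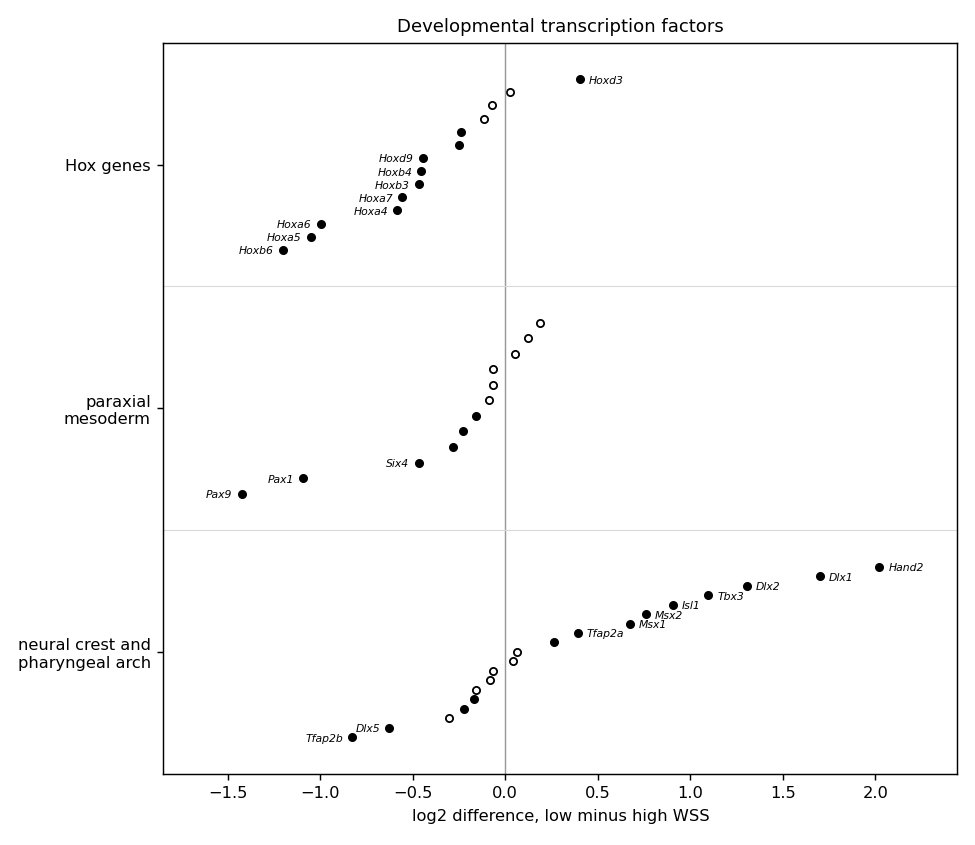
Log2 difference (low minus high WSS, n = 14 pairs) of each measured gene of 3 lists of developmental transcription factors. Each circle is a gene, filled at an adjusted p under 0.05 from limma and open otherwise, and the values run from -1.43 for Pax9 to 2.02 for Hand2.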

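Hand2, a basic helix-loop-helix transcription factor of the heart, limb and pharyngeal arches, had a log2 level of 5.06 ± 0.13 (SD, n = 14) in high and 7.08 ± 0.19 in low WSS. It was 4.06-fold higher in low WSS, a log2 difference of 2.02 (SE 0.06, adjusted p = 3.60e-13 from limma), in 14 of 14 pairs. Its p was the smallest of the 13383 probe sets, also by the paired t-test (p = 8.92e-14). The transcription factors with the next smallest p were Hoxb6 and Pax9. Hand2 is also active in sympathetic neurons, and of 8 measured genes of neurons and autonomic ganglia, 2 were higher in low WSS and 2 were lower (2 and 2 when adjusted over the list alone; camera adjusted p = 0.646). Beside Slc5a7, Tubb3, a neuronal tubulin, rose by 0.22 (SE 0.06), a call that ended with Tagln and Cnn1 as covariates. Npy, a peptide of sympathetic neurons, changed by -0.97 (SE 0.16, adjusted p = 0.000126) and Dbh, the enzyme that makes noradrenaline, by -0.25 (SE 0.07).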

We next explored the pattern of differential expression for the top significantly altered genes, according to a cut off value of P≤1.0E−09, by performing a detailed literature search. Table 1 (including references in Table S2) shows gene symbol and level of significance for the top significantly altered genes, classified according to function. 

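Of the genes in Table 1, 29 could be matched to a probe set with 1 symbol. On the probe set of each gene with the smallest p, all 29 passed the Bonferroni threshold in limma in the direction of the table, 13 higher and 16 lower in low WSS. On the probe set with the highest level 26 passed, and Gapdh, Slain2 and Stard9 did not. Table 1 was drawn from these same arrays, so this is no independent evidence. Vipr2, a receptor for vasoactive intestinal peptide, fell by 1.32 (SE 0.07, n = 14 pairs, adjusted p = 4.50e-10), Gria3, a glutamate receptor subunit, fell by 1.14 (SE 0.06) with -0.25 (adjusted p = 0.00167) on a dimmer probe set, and Tfpi, the inhibitor of the tissue factor pathway of coagulation, fell by 0.97 (SE 0.06). The cyclic nucleotide phosphodiesterase gene Pde10a fell by 0.77 (SE 0.05), and Prima1, which anchors acetylcholinesterase in membranes, fell by 0.50 (SE 0.04). Rab1b, a GTPase of transport from the endoplasmic reticulum to the Golgi, rose by 0.92 (SE 0.05), although a dimmer probe set of the same gene differed by 0.07 (adjusted p = 0.159). Cpq, a carboxypeptidase, rose by 0.80 (SE 0.05) and Mat2a, which makes the methyl donor S-adenosylmethionine, by 0.59 (SE 0.04). Stard9 rose by 0.62 on the probe set with the smallest p and by 0.16 on the one with the highest level, a call that ended without the pairing, with array weights, with Tagln and Cnn1 as covariates and without replicate 4, 5, 6, 9 or 11, and another differed by -0.09 (adjusted p = 0.174). Gapdh rose by 0.28 (SE 0.04, p = 6.80e-06, not past the Bonferroni threshold) on the probe set with the highest level and by 0.40 (SE 0.04) on the one with the smallest p. Of 17 measured genes of glycolysis, 8 were higher and 1 was lower (8 and 1 when adjusted over the list alone), with a higher list by camera (adjusted p = 0.00194, and adjusted p = 0.651 with an estimated correlation). The median of 0.202 was 0.11 with the adipocyte covariate (8 higher, 1 lower) and 0.101 in pairs 4 to 14 alone (7 higher, 1 lower), settings chosen after the data were seen. Pgk1 rose by 0.60 (SE 0.07), Pfkm, a phosphofructokinase, by 0.38 (SE 0.03) and the glucose transporter gene Slc2a1 by 0.21 (SE 0.03), while the aldolase gene Aldoc changed by -0.35 (SE 0.06).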

The general expression pattern was largely reminiscent of what has been reported previously, i.e. a marked up-regulation of pro-inflammatory, pro-proliferative and pro-oxidant genes, and down-regulation of anti-inflammatory, anti-proliferative and anti-oxidant related genes in low WSS regions. This further supports the accuracy of our CFD model and isolation strategy. In addition, several genes related to Ca^2+^signaling were significantly altered between the two flow regions.

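Selp (P-selectin), which tethers leucocytes to endothelium, rose in low WSS by 0.95 (SE 0.09, n = 14 pairs, adjusted p = 2.31e-07), in 14 of 14 pairs. Ccl2, a chemokine for monocytes, changed by -0.56 (SE 0.12), Ptgs2, the inducible cyclooxygenase, by -0.42 (SE 0.07) and Rela, a subunit of NF-kappaB, by -0.23 (SE 0.04), while the chemokine Cx3cl1 rose by 0.21 (SE 0.06); the calls of Ptgs2 and Cx3cl1 ended without the pairing. Of 17 measured pro-inflammatory mediators, 3 were higher in low WSS, 5 were lower and 9 did not pass the test (3 and 6 when adjusted over the list alone, camera adjusted p = 0.645). With arrays centred on their medians 5 were higher and 4 lower, and 4 and 6 when they were quantile normalized again. At a mean level of at least 6, 2 were higher and 6 lower. Over all genes 4900 of 11750 passed an adjusted p of 0.05, 2315 higher and 2585 lower. Of 9 measured pro-oxidant enzymes, 3 were higher and 1 was lower (3 and 1 when adjusted over the list alone; camera adjusted p = 0.269), a count of changed genes that was 2 in a model without the pairing. With the adipocyte covariate 2 were higher and 1 lower, with a median of 0.095 instead of 0.164, and in pairs 4 to 14 alone 2 and 1, with a median of 0.08, settings chosen after the data were seen. Cybb, the catalytic subunit of the phagocyte NADPH oxidase, rose by 0.72 (SE 0.08, adjusted p = 3.20e-06), its regulator Rac2 rose by 0.49 (SE 0.11), and Nox4, the oxidase of vascular cells, changed by -0.27 (SE 0.06). The 3 higher genes, Cybb, Rac2 and Ncf4 at 0.16, encode proteins of the phagocyte oxidase, and 8 genes of myeloid cells were higher too, so a higher level per cell was not separated here from more phagocytes. Of 15 measured proliferation genes, 6 were higher and 1 was lower (6 and 1 when adjusted over the list alone; camera adjusted p = 0.143), and without the pairing 4 changed, while 7 were higher with arrays centred on their medians. Rrm2, a subunit of ribonucleotide reductase, rose by 0.31 (SE 0.06), the replication genes Mcm5 and Pcna rose by 0.26 (SE 0.06) and 0.19 (SE 0.06), and the cyclin gene Ccnd1 changed by -0.19 (SE 0.07). The calls of Nox4, Mcm5, Pcna and Ccnd1 ended with Tagln and Cnn1 as covariates and those of Nox4, Rrm2 and Ccnd1 without the pairing, and that of Ccnd1 also by the paired t-test, with arrays centred on their medians and without replicate 5, 7, 11, 12 or 14. Of 19 measured Nrf2 and antioxidant genes, 4 were higher and 3 were lower (4 and 3 when adjusted over the list alone; camera adjusted p = 0.967), with a median of -0.018 and a camera direction upward. With the adipocyte covariate 4 were higher and 6 lower, and in pairs 4 to 14 alone 4 were higher and 5 lower. The peroxidase genes Prdx6 and Gpx3 fell by 0.36 (SE 0.04) and fell by 0.40 (SE 0.08), and Gpx4 rose by 0.26 (SE 0.05). These lists hold genes that the literature commonly names for each function and were not taken from Table 1. The paper states that this pattern adds to the evidence for the accuracy of its flow model and its isolation of the regions, beside its QRT-PCR of TNF and VCAM1.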

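Several channels and receptors that set calcium in smooth muscle and endothelium differed between the flow regions. Trpc4, a cation channel of the plasma membrane, rose in low WSS by 1.76 (SE 0.08, n = 14 pairs, adjusted p = 2.08e-10), and Ryr3, a calcium release channel of the sarcoplasmic reticulum, rose by 1.55 (SE 0.07, adjusted p = 7.09e-11), with 1.10 and 1.63 on its other probe sets. Rapgef4, a cyclic AMP-regulated exchange factor, rose by 0.94 (SE 0.05). Avpr1a, the vasopressin receptor of smooth muscle, fell by 1.40 (SE 0.06, adjusted p = 5.72e-11), and Plce1, a phospholipase C, fell by 0.59 (SE 0.04). Of 29 measured genes of calcium signaling, 11 were higher in low WSS, 7 were lower and 11 did not pass the test (12 and 8 when adjusted over the list alone). The other lower members included the T-type channel gene Cacna1h, which changed by -0.62 (SE 0.06), the L-type channel gene Cacna1c at -0.26 (SE 0.05) and the kinase gene Camk2g at -0.33 (SE 0.06). Another L-type channel gene, Cacna1d, which was chosen after its values were seen, rose by 1.06 (SE 0.09, adjusted p = 1.15e-07) in 14 of 14 pairs. By camera the list did not differ from other genes (adjusted p = 0.285), and 14 were higher and 7 lower with arrays centred on their medians and 11 higher and 9 lower when they were quantile normalized again. Several of its members come from Table 1, which was read before the list was written, so their counts are not independent evidence.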

**Table 1:** Top 32 mechanosensitive genes in the rat aortic arch, classified according to function(s)/properties.

**Gene symbole**	**Fold change**	**P-value**
**Calciumsignaling**		
Down-regulated*		
* Avpr1a*	2.64	1.43E−11
* Plce1*	1.50	3.73E−10
Up-regulated*		
* Trpc4*	3.38	8.72E−11
* Ryr3*	2.92	1.65E−10
* Rapgef4*	1.91	2.00E−10
**Inflammationandproliferation**		
Down-regulated*		
* Mobkl1a*	1.43	1.60E−12
* Vipr2*	2.50	1.56E−10
Up-regulated*		
* Mat2a*	1.37	3.80E−10
* Gapdh*	1.28	8.97E−10
* Pgcp*	1.74	9.65E−10
**Vascularremodeling, angiogenesis**		
Down-regulated*		
* Slain2*	3.15	1.84E−11
* Pde10a*	1.71	1.70E−10
* Figf*	3.63	2.08E−10
* Heyl*	1.69	2.69E−10
* Pax9*	2.69	3.84E−10
* Tfpi*	1.96	7.30E−10
Up-regulated*		
* Hand2*	4.06	8.91E−14
* Emb*	2.85	9.70E−12
* Capns1*	1.28	7.57E−11
**Apoptosis, endoplasmaticreticulum**		
Down-regulated*		
* Fgf12*	2.80	2.43E−12
* Rpl10a*	1.31	2.62E−11
* Gria3*	2.20	2.17E−10
* Prima1*	1.41	2.24E−10
Up-regulated*		
* Rab1b*	1.89	2.53E−11
* Ubb*	1.11	2.06E−10
* Rnf4*	1.23	3.63E−10
**Other**		
Down-regulated*		
* Atxn7l4*	1.55	7.28E−11
* Hoxb6*	2.30	1.86E−10
* Hoxa6*	2.0	8.29E−10
Up-regulated*		
* Ppib*	1.32	4.18E−11
* Stard9*	1.54	1.22E−10
* Ttc39b*	1.89	3.54E−10

* Down/up-regulated in low wall shear stress regions.

### Validation of Mechanosensitive Genes

To confirm the microarray results, QRT-PCR was performed on eight selected genes, 4 up-regulated and 4 down-regulated genes. 

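On the array, Emb, which encodes the membrane glycoprotein embigin, had a level of 6.69 ± 0.37 (SD, n = 14) in high and 8.20 ± 0.22 in low WSS, a rise of 1.51 on the log2 scale (SE 0.06, adjusted p = 5.00e-11 from limma). The fibroblast growth factor homolog Fgf12 fell by 1.49 (SE 0.06, adjusted p = 1.73e-11), and Mob1b (Mobkl1a), an activator of kinases of the Hippo pathway, fell by 0.52 (SE 0.03, adjusted p = 2.07e-09). Slain2, which promotes microtubule growth, fell by 1.65 (SE 0.07, adjusted p = 5.72e-11) on a probe set with a mean level of 5.64. On the probe set of Slain2 with the highest level (10.5) the difference was -0.12 (SE 0.04, adjusted p = 0.0249, higher in low WSS in 3 of 14 pairs), a call that ended when the arrays were centred on their medians and without replicate 2, and also with the adipocyte covariate and in pairs 4 to 14, 1 to 7 or 8 to 14 alone, settings chosen after the data were seen. The 8 genes chosen for QRT-PCR, which include Hand2, Trpc4, Ryr3 and Avpr1a, each had a probe set that differed in the same direction in 14 of 14 pairs, and the paper chose them from these same arrays.

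**Figure D3:**
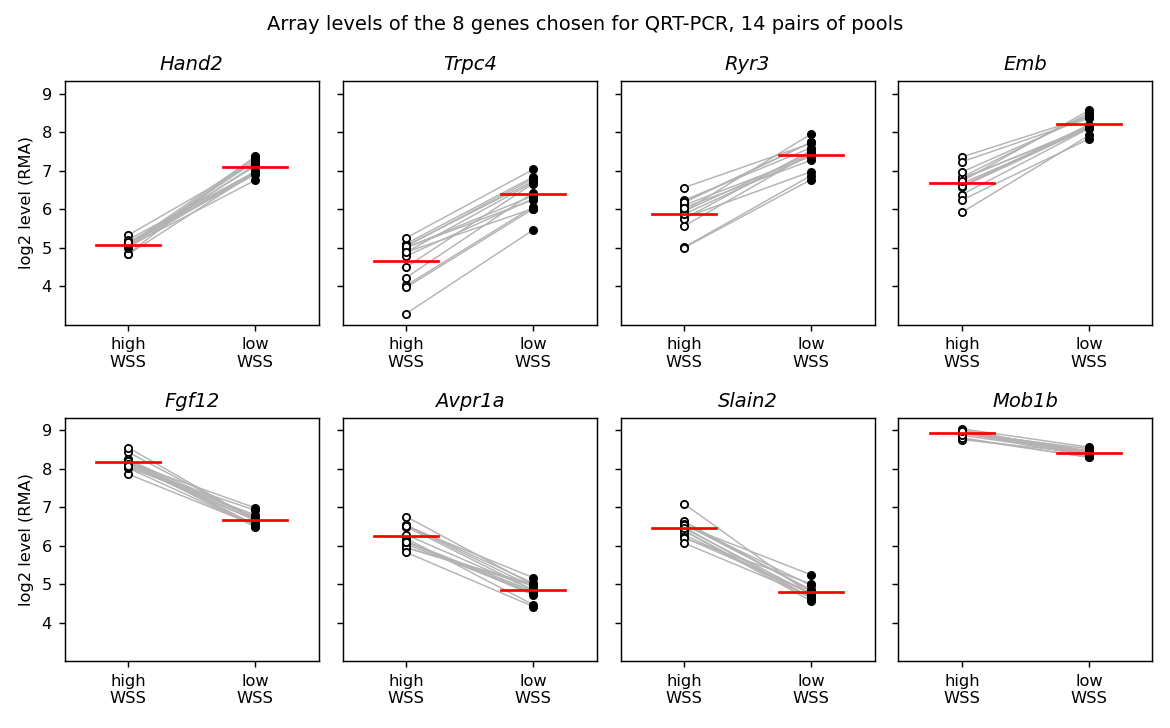
Log2 array level (RMA) of the 8 genes chosen for QRT-PCR in high and low WSS pools. Circles are pools, grey lines join the 14 pairs and red bars are means; Slain2 is drawn from the probe set with the smallest p, and mean levels run from 4.64 for Trpc4 in high WSS to 8.93 for Mob1b in high WSS.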

The array data was validated for 6 of the 8 selected genes (75%); P = <0.0001 for *AVPR1A*, *EMB*, *FGF12*, *HAND2*, *RYR3* and *TRPC4*, respectively; P = 0.678 for *MOBKL1A*; P = 0.560 for *SLAIN2* (Figure S2).

To further explore the validity of the flow-sensitive genes discovered in aortic regions exposed to high and low WSS, respectively, we examined protein expression of three of the genes, HAND2, FGF12 and TRPC4, using immunostaining. Paraffin embedded tissue was sectioned so that the two flow regions were located on the same section, therefore having identical staining condition. The mRNA up/down regulation of the three selected genes was confirmed for the protein expression (Fig. 5, n = 6 for each). HAND2 was specifically expressed in the endothelium, with a markedly stronger staining of HAND2 protein in low WSS regions than in the corresponding high WSS region (Fig. 5E–F). FGF12 protein expression was decreased in the endothelial layer of regions exposed to low WSS (Fig. 5G–H), as opposed to TRPC4 protein, which was higher in the low WSS regions (both in ECs and VSMCs) (Fig. 5I–J). Panel A and B show staining for PECAM1, and panel C and D show staining for vWF in the corresponding flow regions.

**Figure 5:**
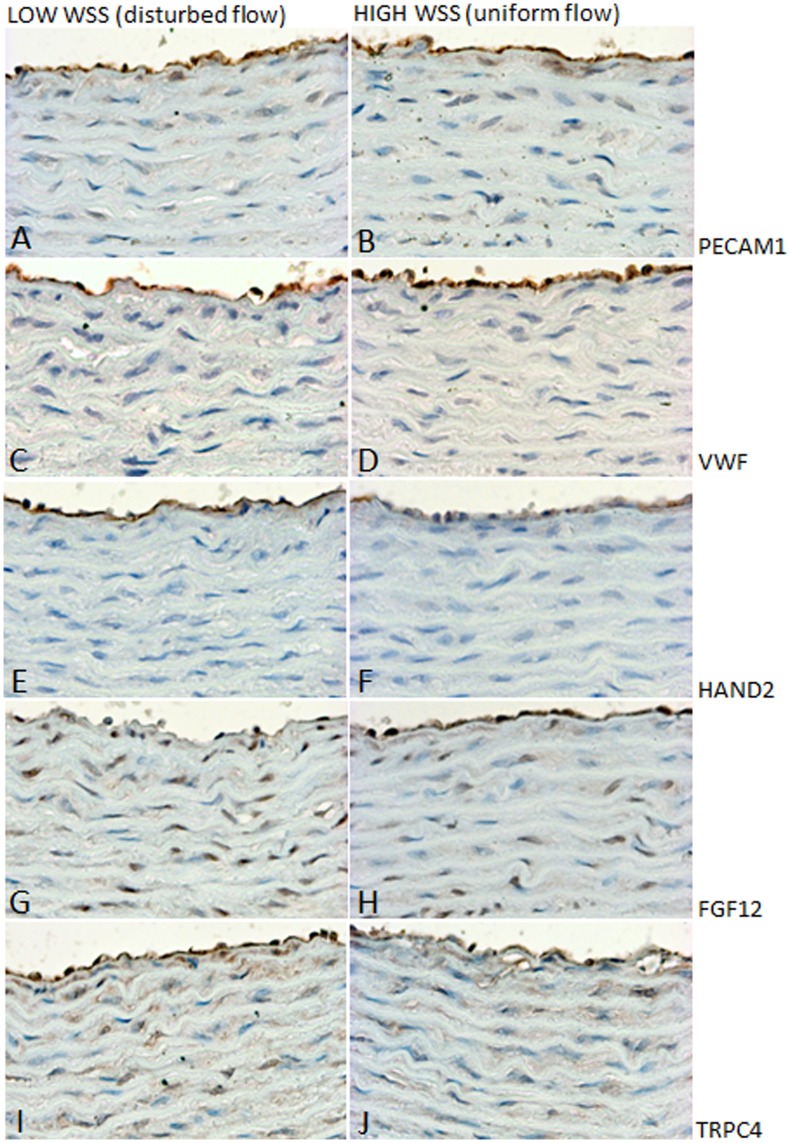
Increased expression of HAND2 and TRPC4, and decreased expression of FGF12 in regions exposed to low WSS. Immunostaining for HAND2, FGF12 and TRPC4 in low WSS/disturbed (E, G and I, respectively) and high WSS/uniform (F, H and J, respectively) flow regions, respectively. Panel A and B show staining for PECAM1, and panel C and D show staining for vWF in the corresponding regions. Sections are counterstained with Mayer’s hematoxylin. Images are representative of n = 6 animals. WSS: wall shear stress.

## Discussion

The present study investigated flow-dependent gene expression *in vivo* under physiological conditions. Using CFD, two regions being exposed to different flow patterns were identified in the rat aortic arch; the distal part of the lesser curvature being subjected to low levels of WSS and a disturbed flow pattern, and a region along the greater curvature, just after the left subclavian artery, being subjected to markedly higher levels of WSS and a uniform flow pattern. This is in line with what has been shown in mice [9], [18]. Global microarray analysis confirmed some of the previously well-known mechanosensitive genes (e.g. *klf2* and *Nrf2*) and identified numerous novel ones, particularly involved in transcriptional regulation, that to our knowledge not have been reported previously. *Hand2* was the most highly differentially expressed gene, and immunostaining revealed an endothelial specific expression of HAND2 protein, markedly higher in the regions exposed to low WSS with disturbed flow pattern.

The effect of flow on EC biology has been extensively studied *in vitro* and have contributed greatly to our understanding of EC response to fluid flow (reviewed by Chiu *et al* [2]). However, a comparison between *in vivo* and *in vitro* endothelial expression profiles demonstrated that there was only about 50% of overlap between the two [8], indicating that *in vitro* flow models may be highly simplified with non-physiological flow environments and absence of interaction between ECs and other cell layers in the vessel wall affecting the outcome. The important physiological crosstalk between ECs and underlying SMCs has particularly been shown in mice, where EC specific *KLF2* knockdown resulted in dysfunctional and disorganized SMCs [11], [12]. Importantly, a recently published report has further clarified that this effect was due to the laminar flow induced KLF2 regulation of miRNA produced in ECs, which was then transported to SMCs for modulation SMC phenotypic change [13]. Also, data from fluid modeling studies indicated that superficial SMCs may be directly exposed to magnitudes of shear stress high enough to modulate their gene expression [19], [20], regulate SMC alignment and migration [21]. These data together highlights the significant link between endothelial expression and the underlying SMC layer, and the importance of studying also concomitant events manifested in the underlying tissue in which pathological changes become most apparent.

Apart from a few studies [9], [10], [22], flow-induced gene expression in animal models have seldom been conducted under chronic and physiological conditions. On the contrary, most studies are performed in animal models with experimentally deranged shear, hence missing compensatory mechanisms operating over longer periods of time [3], [4], or in knockout animal models subjected to an atherogenic diet. Or, they lack the characterization of the regional hemodynamic environment prior determination of global gene expression [22], making it impossible to draw conclusions regarding gene expression in relation to specific flow fields. In the present work we combined CFD simulations of WSS with global microarray analysis and immunostaining of specific regions of the complete aortic wall. Certainly, the usage of full thickness vessel samples have the disadvantage of not knowing the exact cellular origin of identified flow-sensitive genes as the vessel wall contains several different cell types. In particular, identification of new endothelial-specific mechanosensitive genes may be problematic. However, what is gained by this approach is a more comprehensive picture of flow-mediated changes within the aortic wall in its natural biological context while all cell layers interact. In order to avoid alterations in gene expression due to the MRI procedure *per se,* expression analysis was performed in a second set of rats. To ensure the accuracy of CFD simulations, as well as precise isolation of the specific flow pattern regions, the expression of *TNF* and *VCAM1*, two pro-inflammatory genes known to be up-regulated by disturbed flow [9], [17], was analyzed as controls. This analysis showed that indeed, in the normal rat aortic arch, *TNF* and *VCAM1* gene expression was higher in the low WSS region compared with the high WSS region (Fig. 3), strengthening the precise identification and isolation of flow regions. Principal component analysis was further applied to the obtained microarray data and demonstrated a strong differential gene expression between the two flow pattern regions. Genes involved in transcriptional regulation were particularly regulated by fluid flow, suggesting that a change in the pattern of transcription factor activity may be a key course of action in flow-mediated changes in the aortic arch under physiological conditions. The most significantly altered gene was *Hand2.* HAND2 belongs to the bHLH family of transcription factors, and we show here that the protein expression of HAND2 was limited to the endothelial layer. Interestingly, Hath6, a protein closely related to HAND2, has also been shown to be EC specific and shear-responsive, and proposed to be important for the maintenance of flow-adaptive endothelial phenotype *in vivo* [23]. Moreover, *Hand2* has previously been reported as differentially expressed between disturbed and undisturbed flow in the normal pig aorta [22] and implicated in ECM remodeling by regulation of MMP activity [24]. MMPs function in reorganization of the ECM but can also modulate the activity of several signaling pathways by releasing growth factors or their receptors from the ECM. This has specifically been shown for MMP2, which inhibits Fgf signaling [25]. 

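On the array, Mmp2, a gelatinase that degrades basement membrane collagen, had a level of 12.07 ± 0.12 (SD, n = 14) in high and 12.21 ± 0.07 in low WSS. It rose by 0.14 (SE 0.03, adjusted p = 0.00213 from limma) in 13 of 14 pairs, and p was 0.000434 in limma and 3.31e-05 in the paired t-test. The call of Mmp2 ended when the arrays were quantile normalized again and with Tagln and Cnn1 as covariates. The level of Fgf12 was 8.16 ± 0.17 in high and 6.68 ± 0.15 in low WSS, a 2.80-fold difference. Of 36 measured collagen genes, 10 were higher in low WSS, 8 were lower and 18 did not pass the test (10 and 8 when adjusted over the list alone; camera adjusted p = 0.539). At a mean level of at least 6, which leaves 20 collagen genes, 10 were higher and 2 lower, with a median of 0.124 instead of 0.029. The basement membrane collagen genes Col4a5 and Col4a6 rose by 0.35 (SE 0.04) and 0.36 (SE 0.04), while Col8a1, a short-chain collagen of vessel walls, changed by -0.55 (SE 0.07) and the transmembrane collagen gene Col13a1 by -0.50 (SE 0.07).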

In line with this, we showed that HAND2 protein expression was markedly higher in regions exposed to low WSS relative to the corresponding high WSS regions (Fig. 5E–F), accompanied by higher expression of MMP*2* mRNA (P = 3.31E−05, not significant after Bonferroni correction) and a significantly lower expression of *Fgf12* mRNA. A decreased staining of FGF12 protein was also demonstrated in the endothelial layer of regions exposed to low WSS (Fig. 5G–H). 

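Mmp28, which encodes epilysin, fell in low WSS by 0.56 (SE 0.07, n = 14 pairs, adjusted p = 1.19e-05 from limma) and was the only gene of this family past the Bonferroni threshold. Mmp17 and Mmp25, which encode membrane-anchored enzymes, fell by 0.26 (SE 0.05) and fell by 0.25 (SE 0.07), and Mmp11, the stromelysin of stromal cells, fell by 0.22 (SE 0.06). The membrane-type enzyme gene Mmp16 rose by 0.28 (SE 0.06). Among the inhibitors, Timp1 rose by 0.26 (SE 0.05) in 13 of 14 pairs and Timp3 by 0.11 (SE 0.04) in 12 of 14, while Timp2 had a difference of -0.09 (SE 0.03, adjusted p = 0.0562, and p = 0.00829 in the paired t-test). Of 15 measured MMPs and TIMPs, 4 were higher, 4 were lower and 7 did not pass the test (4 and 5 when adjusted over the list alone; camera adjusted p = 0.646), and 2 were higher and 5 lower when the arrays were quantile normalized again. The calls of Mmp11, Mmp16 and Timp3 ended with Tagln and Cnn1 as covariates, that of Mmp11 also without the pairing and that of Timp3 when the arrays were quantile normalized again. Timp2 passed at an adjusted p under 0.05 by the paired t-test and without the pairing.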

Apart from MMP2, other MMPs (MMP11, -16, -17, -25 and -28) as well as their inhibitors, the tissue inhibitor of metalloproteinase (TIMP) 1–3 were also differentially expressed between high and low WSS regions.

Using the SABiosciences’ proprietary database (http://www.sabiosciences.com/chipqpcrsearch.php?app=TFBS), several binding sites for transcription factors (e.g. E47, HAND1, CUTL1, ATF2, HNF3β, C-JUN, FOXO1, FOXO3a and FOXO3b) were identified in a 20 kb upstream and 10 kb downstream region of the *Hand2* gene, many of which may play a role in the response of *Hand2* to shear stress. E.g., CUTL1 [26] and ATF2 have been shown to be shear-responsive and ATF2 is down-regulated by KLF2 in ECs [27]. Further, C-JUN is induced by shear stress [28] and FOXO1 has been identified as a target of KLF4 [29]. More interestingly, using a bioinformatic approach, E47, FOXO1, FOXO4 (another member of the FOXO family), as well as the HNF3β-family related transcription factor HNF4α was shown to be enriched in the upstream region of 300 genes differentially regulated by shear stress in human ECs [30]. Although these *in vitro* studies are performed in human ECs, it is reasonable to believe that these transcription factors also bind to the Hand2 promoter in rat, accounting for Hand2 regulation in response to shear stress.

In order to further explore the pattern of differential expression, a detailed literature search was performed for the top shear-sensitive genes. The general expression pattern of these were largely reminiscent of what has previously been reported for endothelial and medial cells exposed to different types of flow, i.e. up-regulation of pro-inflammatory, pro-proliferative and pro-oxidant genes, and down-regulation of anti-inflammatory, anti-proliferative and anti-oxidant related genes in regions exposed to low WSS [1], [2]. A differential expression of two of the major shear-induced transcription factors, *klf2* and *Nrf2* (also designated *Nfe2l2*) was observed (P = 0.002067 for *Klf2*; P = 9.59E−06 for *Nrf2*), although not fulfilling the stringent Bonferroni correction for multiple testing. *Klf2*, which is induced by atheroprotective flow [31], has been shown to enhance the nuclear localization of *Nrf2*, and together they explain ∼70% of the shear-sensitive gene expression variation in ECs [32], [33]. Further, a differential expression of genes related to endoplasmic reticulum (ER) stress was observed between high and low WSS regions. 

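Xbp1, a transcription factor of the unfolded protein response, rose in low WSS by 0.46 (SE 0.04, n = 14 pairs, adjusted p = 1.65e-07 from limma). The protein disulfide isomerase genes Pdia4 and Pdia6 rose by 0.39 (SE 0.04) and 0.32 (SE 0.05), and Calr, a calcium-binding chaperone of the ER, rose by 0.24 (SE 0.04). Ddit3 (CHOP), which promotes cell death under prolonged ER stress, changed by -0.25 (SE 0.05), the sensor kinase gene Ern1 by -0.14 (SE 0.05), and Dnajb9 and Herpud1, which act in ER-associated degradation, by -0.17 (SE 0.04) and -0.20 (SE 0.06). The call of Ern1 ended with arrays centred on their medians, with Tagln and Cnn1 as covariates and without replicate 6, 7, 8, 9, 10, 12 or 13, and that of Herpud1 in Welch's test. Of 25 measured genes of the unfolded protein response, 14 were higher in low WSS, 4 were lower and 7 did not pass the test (14 and 4 when adjusted over the list alone), with a higher list by camera (adjusted p = 0.00717, and adjusted p = 0.651 with an estimated correlation). Of 30 measured genes of ER translocation and the early secretory pathway, 15 were higher and 2 were lower (17 and 2 when adjusted over the list alone), with camera adjusted p = 0.00113 and adjusted p = 0.651 with an estimated correlation. Srpra, a subunit of the signal recognition particle receptor, rose by 0.41 (SE 0.04), the GTPase gene Arf4 by 0.38 (SE 0.03) and the oligosaccharyltransferase subunit gene Stt3a by 0.32 (SE 0.04). With arrays centred on their medians 16 genes of the response were higher and 3 lower, and 20 and 2 of the secretory pathway, against 11 and 4, and 14 and 4, when the arrays were quantile normalized again. The COPII coat gene Sec24a changed by -0.20 (SE 0.03) and the signal peptidase gene Spcs1 by -0.24 (SE 0.04). Ppib, a prolyl isomerase of the ER lumen, rose by 0.40 (SE 0.03, adjusted p = 6.16e-08), in 14 of 14 pairs.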

Shear stress has previously been shown to differentially regulate genes associated with ER stress *in vivo*, with the induction of unfolded protein response being more prominent in atherosusceptible regions [34]. Interestingly, *Prima1*, one of the genes significantly altered, has recently been robustly associated with carotid intima-media thickness in patients with atherosclerosis [35]. Moreover, the expression of *Figf (VEGFD)* was down-regulated in regions exposed to low WSS, which may seem counterintuitive as *Figf* has been reported to be angiogenic [36]. However, *Figf* has also been shown to be down-regulated in some type of cancers [37], where a pro-angiogenic state would be expected. This discrepancy may be explained by the fact that *in vivo*, several different members of the VEGF family are expressed in the cells, and that the complex process of angiogenesis is normally the outcome of a balance between all these members. In addition, Hand2 has been implicated in the regulation of angiogenesis by modulating VEGF signaling [38].

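Vegfd (Figf), a growth factor for lymphatic and blood vessels, had a log2 level of 6.63 ± 0.34 (SD, n = 14) in high and 4.77 ± 0.24 in low WSS. It was 3.63-fold lower in low WSS, a log2 difference of -1.86 (SE 0.10, adjusted p = 3.88e-10 from limma), and lower in 14 of 14 pairs, and it had the largest fall of the genes past the Bonferroni threshold in all pairs.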

A number of genes related to Ca^2+^ signaling were significantly altered. Influx of calcium is an early response to increased shear stress, leading to elevated levels of cytosolic calcium [39], [40] with subsequent nitric oxide production. Different types of flow patterns are however expected to have different effect on the Ca^2+^ gradient [41]. TRPC4, the expression of which was up-regulated in the low WSS region both at mRNA and protein level (Fig. 5I–J), converts a variety of cellular signals into Ca^2+^ influx via activation of phospholipase C-coupled receptors [42], and has been shown to interact with the Ca^2+^ mechanosensitive channel protein polycystin 2 (PC2) [43]. Elevated expression of *TRPC4* has been suggested to contribute to vascular remodeling by modulating signaling cascades involved in cell proliferation, or by stimulating ECs to produce and release proliferative factors [44]. In addition, elevated *TRPC4* expression has been implicated in regulation of endothelial permeability by coupling the increased level of intracellular calcium to polymerization of actin and disassembly of CDH5 at gap junctions [45]. Differential expression of other genes related to Ca^2+^-signaling such as vasopressin receptor and *RYR3* also fits well into this scheme. Vasoconstrictors, such as arginine vasopressin (AVP) are known to open Ca^2+^-permeable nonselective cation channels and activate phospholipase C [46], and AVP induced Ca^2+^ oscillation is mediated through the interplay between Ca^2+^ release via RYRs and Ca^2+^ influx [47]. Taken together, in vascular areas exposed to low WSS the increased expression of *TRPC4* in the endothelium and SMCs, as well as other genes related to calcium signaling may enhance vascular remodeling and paracellular signaling, resulting in the disruption of vessel integrity and vascular dysfunction in these areas.

In the present study, a 1.5 T whole body MRI scanner was used to assess aortic geometry and time-resolved aortic blood flow information. Often, dedicated high field MRI systems are used for this purpose potentially providing better signal to noise ratio. However, in contrast-enhanced angiography, a short acquisition time at the time of contrast agent arrival is the most crucial factor. By exploiting the parallel imaging capabilities of the used receiver coil the acquisition time could be minimized. Time-resolved MRI assessment of blood velocity in rats is challenging due to limited spatial resolution and high-frequency physiological parameters. High blood velocities through small anatomies can result in displacement artifacts and signal loss in the MRI data. In the present study, signal loss was minimized by experimentally adjusting the imaging location. Displacement artifacts were limited by minimizing the echo time (TE). The obtained TE (3.5 ms) is in line with rodent studies on dedicated high field MRI systems [48]. Furthermore, using phase contrast MRI for the measurement of flow velocities, instead of e.g. ultrasound based technology, provides a high spatial resolution of velocity gradients, which in turn enables more accurate CFD simulations.

In summary, the present study investigated flow dependent gene expression in the rat aortic arch under physiological conditions. Using a CFD approach, two regions being exposed to different flow patterns were identified. Microarray analysis validated the CFD-defined flow regions and revealed a strong differential expression between high and low WSS regions, particularly associated with transcriptional regulation. Several novel mechanosensitive genes were identified, three of which were validated for protein expression. Further studies addressing the importance of specific genes in relation to atherosusceptibility are required, and may provide new insight into the understanding of flow-mediated vascular pathology.

## Supporting Information

Figure S1 Analysis of hierarchical clustering of the top 50 up- and down-regulated mechanosensitive genes shown as heat map. WSS: wall shear stress.
(TIF)

Figure S2 Expression of HAND2, FGF12, EMB, AVPR1A, RYR3, TRPC4, MOBKL1A and SLAIN2 in high and low WSS regions in the rat aortic arch. Gene expression was analysed by real-time PCR and normalized to TBP mRNA expression. ****;P<0.0001; ns: not significant. WSS: wall shear stress.
(TIF)

Table S1 Genes differentially expressed between high and low wall shear stress regions.
(XLSX)

Table S2 Top 32 mechanosensitive genes in the rat aorta, classified according to function/properties (same as Table I in manuscript, but with function(s)/properties and references).
(DOCX)

## References

[1] NayakL, LinZ, JainMK (2011) “Go with the flow”: how Kruppel-like factor 2 regulates the vasoprotective effects of shear stress. Antioxid Redox Signal 15: 1449–1461.2091994110.1089/ars.2010.3647PMC3144441

[2] ChiuJJ, ChienS (2011) Effects of disturbed flow on vascular endothelium: pathophysiological basis and clinical perspectives. Physiol Rev 91: 327–387.2124816910.1152/physrev.00047.2009PMC3844671

[3] WangN, MiaoH, LiYS, ZhangP, HagaJH, et al (2006) Shear stress regulation of Kruppel-like factor 2 expression is flow pattern-specific. Biochem Biophys Res Commun 341: 1244–1251.1646669710.1016/j.bbrc.2006.01.089

[4] WillettNJ, LongRCJr, Maiellaro-RaffertyK, SutliffRL, ShaferR, et al (2010) An in vivo murine model of low-magnitude oscillatory wall shear stress to address the molecular mechanisms of mechanotransduction–brief report. Arterioscler Thromb Vasc Biol 30: 2099–2102.2070591710.1161/ATVBAHA.110.211532PMC3148257

[5] ChienS (2008) Effects of disturbed flow on endothelial cells. Ann Biomed Eng 36: 554–562.1817276710.1007/s10439-007-9426-3PMC3718045

[6] BerkBC (2008) Atheroprotective signaling mechanisms activated by steady laminar flow in endothelial cells. Circulation 117: 1082–1089.1829951310.1161/CIRCULATIONAHA.107.720730

[7] Garcia-CardenaG, ComanderJI, BlackmanBR, AndersonKR, GimbroneMA (2001) Mechanosensitive endothelial gene expression profiles: scripts for the role of hemodynamics in atherogenesis? Ann N Y Acad Sci 947: 1–6.11795257

[8] NiCW, QiuHW, RezvanA, KwonK, NamD, et al (2010) Discovery of novel mechanosensitive genes in vivo using mouse carotid artery endothelium exposed to disturbed flow. Blood 116: E66–E73.2055137710.1182/blood-2010-04-278192PMC2974596

[9] SuoJ, FerraraDE, SorescuD, GuldbergRE, TaylorWR, et al (2007) Hemodynamic shear stresses in mouse aortas: implications for atherogenesis. Arterioscler Thromb Vasc Biol 27: 346–351.1712244910.1161/01.ATV.0000253492.45717.46

[10] LaMackJA, HimburgHA, ZhangJ, FriedmanMH (2009) Endothelial gene expression in regions of defined shear exposure in the porcine iliac arteries. Ann Biomed Eng 38: 2252–2262.10.1007/s10439-010-0030-620387120

[11] WuJ, BohananCS, NeumannJC, LingrelJB (2008) KLF2 transcription factor modulates blood vessel maturation through smooth muscle cell migration. J Biol Chem 283: 3942–3950.1806357210.1074/jbc.M707882200

[12] KuoCT, VeselitsML, BartonKP, LuMM, ClendeninC, et al (1997) The LKLF transcription factor is required for normal tunica media formation and blood vessel stabilization during murine embryogenesis. Genes Dev 11: 2996–3006.936798210.1101/gad.11.22.2996PMC316695

[13] HergenreiderE, HeydtS, TreguerK, BoettgerT, HorrevoetsAJ, et al (2012) Atheroprotective communication between endothelial cells and smooth muscle cells through miRNAs. Nat Cell Biol 14: 249–256.2232736610.1038/ncb2441

[14] HeibergE, SjogrenJ, UganderM, CarlssonM, EngblomH, et al (2010) Design and validation of Segment–freely available software for cardiovascular image analysis. BMC Med Imaging 10: 1.2006424810.1186/1471-2342-10-1PMC2822815

[15] RennerJ, LoydD, LänneT, KarlssonM (2009) Is a flat inlet profile sufficient for WSS estimation in the aortic arch? WSEAS Transactions on Fluid Mechanics 4: 148–160.

[16] IrizarryRA, HobbsB, CollinF, Beazer-BarclayYD, AntonellisKJ, et al (2003) Exploration, normalization, and summaries of high density oligonucleotide array probe level data. Biostatistics 4: 249–264.1292552010.1093/biostatistics/4.2.249

[17] MohanS, MohanN, ValenteAJ, SpragueEA (1999) Regulation of low shear flow-induced HAEC VCAM-1 expression and monocyte adhesion. Am J Physiol 276: C1100–1107.1032995810.1152/ajpcell.1999.276.5.C1100

[18] JaniczekRL, BlackmanBR, RoyRJ, MeyerCH, ActonST, et al (2011) Three-dimensional phase contrast angiography of the mouse aortic arch using spiral MRI. Magn Reson Med 66: 1382–1390.2165654710.1002/mrm.22937PMC3170658

[19] WangDM, TarbellJM (1995) Modeling interstitial flow in an artery wall allows estimation of wall shear stress on smooth muscle cells. J Biomech Eng 117: 358–363.861839010.1115/1.2794192

[20] TadaS, TarbellJM (2002) Flow through internal elastic lamina affects shear stress on smooth muscle cells (3D simulations). Am J Physiol Heart Circ Physiol 282: H576–584.1178840510.1152/ajpheart.00751.2001

[21] LiuSQ, TangD, TiecheC, AlkemaPK (2003) Pattern formation of vascular smooth muscle cells subject to nonuniform fluid shear stress: mediation by gradient of cell density. Am J Physiol Heart Circ Physiol 285: H1072–1080.1273005610.1152/ajpheart.01009.2002

[22] PasseriniAG, PolacekDC, ShiC, FrancescoNM, ManduchiE, et al (2004) Coexisting proinflammatory and antioxidative endothelial transcription profiles in a disturbed flow region of the adult porcine aorta. Proc Natl Acad Sci U S A 101: 2482–2487.1498303510.1073/pnas.0305938101PMC356976

[23] WassermanSM, MehrabanF, KomuvesLG, YangRB, TomlinsonJE, et al (2002) Gene expression profile of human endothelial cells exposed to sustained fluid shear stress. Physiol Genomics 12: 13–23.1241985710.1152/physiolgenomics.00102.2002

[24] YinC, KikuchiK, HochgrebT, PossKD, StainierDY (2010) Hand2 regulates extracellular matrix remodeling essential for gut-looping morphogenesis in zebrafish. Dev Cell 18: 973–984.2062707910.1016/j.devcel.2010.05.009PMC2908152

[25] WangQ, UhlirovaM, BohmannD (2010) Spatial restriction of FGF signaling by a matrix metalloprotease controls branching morphogenesis. Dev Cell 18: 157–164.2015218610.1016/j.devcel.2009.11.004

[26] ConwayDE, WilliamsMR, EskinSG, McIntireLV (2010) Endothelial cell responses to atheroprone flow are driven by two separate flow components: low time-average shear stress and fluid flow reversal. Am J Physiol Heart Circ Physiol 298: H367–374.1991517610.1152/ajpheart.00565.2009PMC2822569

[27] FledderusJO, van ThienenJV, BoonRA, DekkerRJ, RohlenaJ, et al (2007) Prolonged shear stress and KLF2 suppress constitutive proinflammatory transcription through inhibition of ATF2. Blood 109: 4249–4257.1724468310.1182/blood-2006-07-036020

[28] NagelT, ResnickN, DeweyCFJr, GimbroneMAJr (1999) Vascular endothelial cells respond to spatial gradients in fluid shear stress by enhanced activation of transcription factors. Arterioscler Thromb Vasc Biol 19: 1825–1834.1044606010.1161/01.atv.19.8.1825

[29] VillarrealGJr, ZhangY, LarmanHB, Gracia-SanchoJ, KooA, et al (2010) Defining the regulation of KLF4 expression and its downstream transcriptional targets in vascular endothelial cells. Biochem Biophys Res Commun 391: 984–989.1996896510.1016/j.bbrc.2009.12.002PMC4165389

[30] WhiteSJ, HayesEM, LehouxS, JeremyJY, HorrevoetsAJ, et al (2011) Characterization of the differential response of endothelial cells exposed to normal and elevated laminar shear stress. J Cell Physiol 226: 2841–2848.2130228210.1002/jcp.22629PMC3412226

[31] DekkerRJ, van SoestS, FontijnRD, SalamancaS, de GrootPG, et al (2002) Prolonged fluid shear stress induces a distinct set of endothelial cell genes, most specifically lung Kruppel-like factor (KLF2). Blood 100: 1689–1698.1217688910.1182/blood-2002-01-0046

[32] FledderusJO, BoonRA, VolgerOL, HurttilaH, Yla-HerttualaS, et al (2008) KLF2 primes the antioxidant transcription factor Nrf2 for activation in endothelial cells. Arterioscler Thromb Vasc Biol 28: 1339–1346.1846764210.1161/ATVBAHA.108.165811

[33] Boon RA, Horrevoets AJ (2009) Key transcriptional regulators of the vasoprotective effects of shear stress. Hamostaseologie 29: 39–40, 41–33.19151844

[34] CivelekM, ManduchiE, RileyRJ, StoeckertCJJr, DaviesPF (2009) Chronic endoplasmic reticulum stress activates unfolded protein response in arterial endothelium in regions of susceptibility to atherosclerosis. Circ Res 105: 453–461.1966145710.1161/CIRCRESAHA.109.203711PMC2746924

[35] WangL, BeechamA, ZhuoD, DongC, BlantonSH, et al (2012) Fine mapping study reveals novel candidate genes for carotid intima-media thickness in Dominican Republican families. Circ Cardiovasc Genet 5: 234–241.2242314310.1161/CIRCGENETICS.111.961763PMC3341091

[36] MarconciniL, MarchioS, MorbidelliL, CartocciE, AlbiniA, et al (1999) c-fos-induced growth factor/vascular endothelial growth factor D induces angiogenesis in vivo and in vitro. Proc Natl Acad Sci U S A 96: 9671–9676.1044975210.1073/pnas.96.17.9671PMC22268

[37] MetodievaSN, NikolovaDN, ChernevaRV, Dimova, II, PetrovDB, et al (2011) Expression analysis of angiogenesis-related genes in Bulgarian patients with early-stage non-small cell lung cancer. Tumori 97: 86–94.2152867010.1177/030089161109700116

[38] YamagishiH, OlsonEN, SrivastavaD (2000) The basic helix-loop-helix transcription factor, dHAND, is required for vascular development. J Clin Invest 105: 261–270.1067535110.1172/JCI8856PMC377450

[39] JowF, NumannR (1999) Fluid flow modulates calcium entry and activates membrane currents in cultured human aortic endothelial cells. J Membr Biol 171: 127–139.1048942510.1007/s002329900565

[40] HelmlingerG, BerkBC, NeremRM (1996) Pulsatile and steady flow-induced calcium oscillations in single cultured endothelial cells. J Vasc Res 33: 360–369.886214110.1159/000159164

[41] GautamM, GojovaA, BarakatAI (2006) Flow-activated ion channels in vascular endothelium. Cell Biochem Biophys 46: 277–284.1727285310.1385/CBB:46:3:277

[42] RowellJ, KoitabashiN, KassDA (2010) TRP-ing up heart and vessels: canonical transient receptor potential channels and cardiovascular disease. J Cardiovasc Transl Res 3: 516–524.2065246710.1007/s12265-010-9208-4PMC3875464

[43] DuJ, DingM, Sours-BrothersS, GrahamS, MaR (2008) Mediation of angiotensin II-induced Ca2+ signaling by polycystin 2 in glomerular mesangial cells. Am J Physiol Renal Physiol 294: F909–918.1825630710.1152/ajprenal.00606.2007

[44] DiA, MalikAB (2010) TRP channels and the control of vascular function. Curr Opin Pharmacol 10: 127–132.2006036310.1016/j.coph.2009.11.010

[45] AhmmedGU, MalikAB (2005) Functional role of TRPC channels in the regulation of endothelial permeability. Pflugers Arch 451: 131–142.1598858910.1007/s00424-005-1461-z

[46] PfeilschifterJ, KurtzA, BauerC (1984) Activation of phospholipase C and prostaglandin synthesis by [arginine]vasopressin in cultures. Biochem J 223: 855–859.643918910.1042/bj2230855PMC1144372

[47] YipKP, ShamJS (2011) Mechanisms of vasopressin-induced intracellular Ca2+ oscillations in rat inner medullary collecting duct. Am J Physiol Renal Physiol 300: F540–548.2114783910.1152/ajprenal.00544.2009PMC3044002

[48] GreveJM, LesAS, TangBT, Draney BlommeMT, WilsonNM, et al (2006) Allometric scaling of wall shear stress from mice to humans: quantification using cine phase-contrast MRI and computational fluid dynamics. Am J Physiol Heart Circ Physiol 291: H1700–1708.1671436210.1152/ajpheart.00274.2006

# Supplementary material for: Characterization of Shear-Sensitive Genes in the Normal Rat Aorta Identifies Hand2 as a Major Flow-Responsive Transcription Factor
**Source:** PLoS One. 2012 Dec 20;7(12):e52227. doi: 10.1371/journal.pone.0052227
**Supplement:** Table S2 — Top 32 mechanosensitive genes in the rat aorta, classified according to function/properties (same as Table I in manuscript, but with function(s)/properties and references).

| **Table S2.** Top 32 mechanosensitive genes in the rat aorta, classified according to function/properties (same as Table I in manuscript, but with function(s)/properties and references). | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| **Gene symbole** | | | **Fold change** | **P-value** | **Function(s) and properties** |  |
| **Calcium signaling** | | |  |  |  |  |
|  | Down-regulated* | |  |  |  |  |
|  |  | *Avpr1a* | 2.64 | 1.43E-11 | Vasopressin receptor, Ca^2+^ oscillation ([1](#_ENREF_1)) |  |
|  |  | *Plce1* | 1.50 | 3.73E-10 | Activation of TRPC, Ca^2+^ transport ([2](#_ENREF_2)) |  |
|  | Up-regulated* | |  |  |  |  |
|  |  | *Trpc4* | 3.38 | 8.72E-11 | Ca^2+^ transport ([3](#_ENREF_3)), PC2 interaction ([4](#_ENREF_4)) |  |
|  |  | *Ryr3* | 2.92 | 1.65E-10 | Ca^2+^ transport, PC2 interaction ([5](#_ENREF_5)) |  |
|  |  | *Rapgef4* | 1.91 | 2.00E-10 | Ca^2+^-dependent exocytosis, interacts with Plce1 ([6](#_ENREF_6)) |  |
| **Inflammation and proliferation** | | | |  |  |  |
|  | Down-regulated* | |  |  |  |  |
|  |  | *Mobkl1a* | 1.43 | 1.60E-12 | Inhibitor of proliferation ([7](#_ENREF_7)) |  |
|  |  | *Vipr2* | 2.50 | 1.56E-10 | Anti-TNF, anti-NFkB ([8](#_ENREF_8)) |  |
|  | Up-regulated* | |  |  |  |  |
|  |  | *Mat2a* | 1.37 | 3.80E-10 | Induced by TNF ([9](#_ENREF_9)) |  |
|  |  | *Gapdh* | 1.28 | 8.97E-10 | Involved in TNF-induced apoptosis ([10](#_ENREF_10)) |  |
|  |  | *Pgcp* | 1.74 | 9.65E-10 | Cell proliferation ([11](#_ENREF_11)) |  |
| **Vascular remodeling, angiogenesis** | | | | |  |  |
|  | Down-regulated* | |  |  |  |  |
|  |  | *Slain2* | 3.15 | 1.84E-11 | Microtubule growth ([12](#_ENREF_12)) |  |
|  |  | *Pde10a* | 1.71 | 1.70E-10 | Vascular remodeling ([13](#_ENREF_13)) |  |
|  |  | *Figf* | 3.63 | 2.08E-10 | VEGFD, angiogenesis ([14](#_ENREF_14)) |  |
|  |  | *Heyl* | 1.69 | 2.69E-10 | NOTCH target, cardiac valve formation ([15](#_ENREF_15)) |  |
|  |  | *Pax9* | 2.69 | 3.84E-10 | Regulated by Hand1/2 ([16](#_ENREF_16)) |  |
|  |  | *Tfpi* | 1.96 | 7.30E-10 | Anti-angiogenesis ([17](#_ENREF_17), [18](#_ENREF_18)) |  |
|  | Up-regulated* | |  |  |  |  |
|  |  | *Hand2* | 4.06 | 8.91E-14 | Cardiovascular development ([19](#_ENREF_19)), ECM remodeling ([20](#_ENREF_20)) |  |
|  |  | *Emb* | 2.85 | 9.70E-12 | Regulation of cardiac actin genes ([21](#_ENREF_21)) |  |
|  |  | *Capns1* | 1.28 | 7.57E-11 | Autophagy, angiogenesis, up-regulated by NFkB ([22](#_ENREF_22)) |  |
| **Apoptosis, endoplasmatic reticulum** | | | |  |  |  |
|  | Down-regulated* | |  |  |  |  |
|  |  | *Fgf12* | 2.80 | 2.43E-12 | Anti-apoptotic ([23](#_ENREF_23)) |  |
|  |  | *Rpl10a* | 1.31 | 2.62E-11 | UV damage and Ub/proteasome response ([24](#_ENREF_24)) |  |
|  |  | *Gria3* | 2.20 | 2.17E-10 | Anti-apoptotic ([25](#_ENREF_25)) |  |
|  |  | *Prima1* | 1.41 | 2.24E-10 | p53-dependent apoptosis ([26](#_ENREF_26)) |  |
|  | Up-regulated* | |  |  |  |  |
|  |  | *Rab1b* | 1.89 | 2.53E-11 | Small GTPase, protein transport, autophagy ([27](#_ENREF_27)) |  |
|  |  | *Ubb* | 1.11 | 2.06E-10 | Up-regulated in oxidative stress ([28](#_ENREF_28)) |  |
|  |  | *Rnf4* | 1.23 | 3.63E-10 | Ubiquitin ligase E3, regulates HIF ([29](#_ENREF_29)) |  |
| **Other** | | | |  |  |  |
|  | Down-regulated* | |  |  |  |  |
|  |  | *Atxn7l4* | 1.55 | 7.28E-11 | Unknown |  |
|  |  | *Hoxb6* | 2.30 | 1.86E-10 | Morphogenesis and development ([30](#_ENREF_30)) |  |
|  |  | *Hoxa6* | 2.0 | 8.29E-10 | Morphogenesis ([30](#_ENREF_30)), HPC development ([31](#_ENREF_31)) |  |
|  | Up-regulated* | |  |  |  |  |
|  |  | *Ppib* | 1.32 | 4.18E-11 | Pro-collagen type I chain association ([32](#_ENREF_32)) |  |
|  |  | *Stard9* | 1.54 | 1.22E-10 | Not much known |  |
|  |  | *Ttc39b* | 1.89 | 3.54E-10 | Not much known, associated with HDL-cholesterol ([33](#_ENREF_33)) |  |

* Down/up-regulated in low wall shear stress regions. ECM: Extracellular matrix; HPC: Hematopoietic progenitor cell; HIF: Hypoxia induced factor.

**References**

1. **Yip KP, Sham JS.** Mechanisms of vasopressin-induced intracellular Ca2+ oscillations in rat inner medullary collecting duct. *Am J Physiol Renal Physiol* 300: F540-548, 2011.

2. **Saleh SN, Albert AP, Large WA.** Obligatory role for phosphatidylinositol 4,5-bisphosphate in activation of native TRPC1 store-operated channels in vascular myocytes. *The Journal of physiology* 587: 531-540, 2009.

3. **Rowell J, Koitabashi N, Kass DA.** TRP-ing up heart and vessels: canonical transient receptor potential channels and cardiovascular disease. *J Cardiovasc Transl Res* 3: 516-524, 2010.

4. **Du J, Ding M, Sours-Brothers S, Graham S, Ma R.** Mediation of angiotensin II-induced Ca2+ signaling by polycystin 2 in glomerular mesangial cells. *Am J Physiol Renal Physiol* 294: F909-918, 2008.

5. **Anyatonwu GI, Ehrlich BE.** Calcium signaling and polycystin-2. *Biochem Biophys Res Commun* 322: 1364-1373, 2004.

6. **Dzhura I, Chepurny OG, Leech CA, Roe MW, Dzhura E, Xu X, Lu Y, Schwede F, Genieser HG, Smrcka AV, Holz GG.** Phospholipase C-epsilon links Epac2 activation to the potentiation of glucose-stimulated insulin secretion from mouse islets of Langerhans. *Islets* 3: 121-128, 2011.

7. **Praskova M, Xia F, Avruch J.** MOBKL1A/MOBKL1B phosphorylation by MST1 and MST2 inhibits cell proliferation. *Curr Biol* 18: 311-321, 2008.

8. **Leceta J, Gomariz RP, Martinez C, Abad C, Ganea D, Delgado M.** Receptors and transcriptional factors involved in the anti-inflammatory activity of VIP and PACAP. *Ann N Y Acad Sci* 921: 92-102, 2000.

9. **Yang H, Sadda MR, Yu V, Zeng Y, Lee TD, Ou X, Chen L, Lu SC.** Induction of human methionine adenosyltransferase 2A expression by tumor necrosis factor alpha. Role of NF-kappa B and AP-1. *The Journal of biological chemistry* 278: 50887-50896, 2003.

10. **Du ZX, Wang HQ, Zhang HY, Gao DX.** Involvement of glyceraldehyde-3-phosphate dehydrogenase in tumor necrosis factor-related apoptosis-inducing ligand-mediated death of thyroid cancer cells. *Endocrinology* 148: 4352-4361, 2007.

11. **Della Fazia MA, Piobbico D, Bartoli D, Castelli M, Brancorsini S, Viola Magni M, Servillo G.** lal-1: a differentially expressed novel gene during proliferation in liver regeneration and in hepatoma cells. *Genes Cells* 7: 1183-1190, 2002.

12. **van der Vaart B, Manatschal C, Grigoriev I, Olieric V, Gouveia SM, Bjelic S, Demmers J, Vorobjev I, Hoogenraad CC, Steinmetz MO, Akhmanova A.** SLAIN2 links microtubule plus end-tracking proteins and controls microtubule growth in interphase. *J Cell Biol* 193: 1083-1099, 2011.

13. **Tian X, Vroom C, Ghofrani HA, Weissmann N, Bieniek E, Grimminger F, Seeger W, Schermuly RT, Pullamsetti SS.** Phosphodiesterase 10A upregulation contributes to pulmonary vascular remodeling. *PLoS One* 6: e18136, 2011.

14. **Marconcini L, Marchio S, Morbidelli L, Cartocci E, Albini A, Ziche M, Bussolino F, Oliviero S.** c-fos-induced growth factor/vascular endothelial growth factor D induces angiogenesis in vivo and in vitro. *Proc Natl Acad Sci U S A* 96: 9671-9676, 1999.

15. **Luna-Zurita L, Prados B, Grego-Bessa J, Luxan G, del Monte G, Benguria A, Adams RH, Perez-Pomares JM, de la Pompa JL.** Integration of a Notch-dependent mesenchymal gene program and Bmp2-driven cell invasiveness regulates murine cardiac valve formation. *J Clin Invest* 120: 3493-3507, 2010.

16. **Barbosa AC, Funato N, Chapman S, McKee MD, Richardson JA, Olson EN, Yanagisawa H.** Hand transcription factors cooperatively regulate development of the distal midline mesenchyme. *Developmental biology* 310: 154-168, 2007.

17. **Hembrough TA, Ruiz JF, Swerdlow BM, Swartz GM, Hammers HJ, Zhang L, Plum SM, Williams MS, Strickland DK, Pribluda VS.** Identification and characterization of a very low density lipoprotein receptor-binding peptide from tissue factor pathway inhibitor that has antitumor and antiangiogenic activity. *Blood* 103: 3374-3380, 2004.

18. **Stavik B, Skretting G, Sletten M, Sandset PM, Iversen N.** Overexpression of both TFPIalpha and TFPIbeta induces apoptosis and expression of genes involved in the death receptor pathway in breast cancer cells. *Molecular carcinogenesis* 49: 951-963, 2010.

19. **Barnes RM, Firulli BA, VanDusen NJ, Morikawa Y, Conway SJ, Cserjesi P, Vincentz JW, Firulli AB.** Hand2 loss-of-function in Hand1-expressing cells reveals distinct roles in epicardial and coronary vessel development. *Circ Res* 108: 940-949, 2011.

20. **Yin C, Kikuchi K, Hochgreb T, Poss KD, Stainier DY.** Hand2 regulates extracellular matrix remodeling essential for gut-looping morphogenesis in zebrafish. *Developmental cell* 18: 973-984, 2010.

21. **Molinari S, Relaix F, Lemonnier M, Kirschbaum B, Schafer B, Buckingham M.** A novel complex regulates cardiac actin gene expression through interaction of Emb, a class VI POU domain protein, MEF2D, and the histone transacetylase p300. *Molecular and cellular biology* 24: 2944-2957, 2004.

22. **Demarchi F, Bertoli C, Copetti T, Eskelinen EL, Schneider C.** Calpain as a novel regulator of autophagosome formation. *Autophagy* 3: 235-237, 2007.

23. **Nakayama F, Muller K, Hagiwara A, Ridi R, Akashi M, Meineke V.** Involvement of intracellular expression of FGF12 in radiation-induced apoptosis in mast cells. *J Radiat Res (Tokyo)* 49: 491-501, 2008.

24. **Ferreyra ML, Biarc J, Burlingame AL, Casati P.** Arabidopsis L10 ribosomal proteins in UV-B responses. *Plant Signal Behav* 5: 1222-1225, 2010.

25. **Ripka S, Riedel J, Neesse A, Griesmann H, Buchholz M, Ellenrieder V, Moeller F, Barth P, Gress TM, Michl P.** Glutamate receptor GRIA3--target of CUX1 and mediator of tumor progression in pancreatic cancer. *Neoplasia* 12: 659-667, 2010.

26. **Lambert JM, Moshfegh A, Hainaut P, Wiman KG, Bykov VJ.** Mutant p53 reactivation by PRIMA-1MET induces multiple signaling pathways converging on apoptosis. *Oncogene* 29: 1329-1338, 2010.

27. **Zoppino FC, Militello RD, Slavin I, Alvarez C, Colombo MI.** Autophagosome formation depends on the small GTPase Rab1 and functional ER exit sites. *Traffic* 11: 1246-1261, 2010.

28. **Ryu HW, Ryu KY.** Quantification of oxidative stress in live mouse embryonic fibroblasts by monitoring the responses of polyubiquitin genes. *Biochem Biophys Res Commun* 404: 470-475, 2011.

29. **van Hagen M, Overmeer RM, Abolvardi SS, Vertegaal AC.** RNF4 and VHL regulate the proteasomal degradation of SUMO-conjugated Hypoxia-Inducible Factor-2alpha. *Nucleic Acids Res* 38: 1922-1931, 2010.

30. **Shen WF, Krishnan K, Lawrence HJ, Largman C.** The HOX homeodomain proteins block CBP histone acetyltransferase activity. *Molecular and cellular biology* 21: 7509-7522, 2001.

31. **Dickson GJ, Kwasniewska A, Mills KI, Lappin TR, Thompson A.** Hoxa6 potentiates short-term hemopoietic cell proliferation and extended self-renewal. *Exp Hematol* 37: 322-333 e323, 2009.

32. **Pyott SM, Schwarze U, Christiansen HE, Pepin MG, Leistritz DF, Dineen R, Harris C, Burton BK, Angle B, Kim K, Sussman MD, Weis M, Eyre DR, Russell DW, McCarthy KJ, Steiner RD, Byers PH.** Mutations in PPIB (cyclophilin B) delay type I procollagen chain association and result in perinatal lethal to moderate osteogenesis imperfecta phenotypes. *Hum Mol Genet* 20: 1595-1609, 2011.

33. **Kathiresan S, Willer CJ, Peloso GM, Demissie S, Musunuru K, Schadt EE, Kaplan L, Bennett D, Li Y, Tanaka T, Voight BF, Bonnycastle LL, Jackson AU, Crawford G, Surti A, Guiducci C, Burtt NP, Parish S, Clarke R, Zelenika D, Kubalanza KA, Morken MA, Scott LJ, Stringham HM, Galan P, Swift AJ, Kuusisto J, Bergman RN, Sundvall J, Laakso M, Ferrucci L, Scheet P, Sanna S, Uda M, Yang Q, Lunetta KL, Dupuis J, de Bakker PI, O'Donnell CJ, Chambers JC, Kooner JS, Hercberg S, Meneton P, Lakatta EG, Scuteri A, Schlessinger D, Tuomilehto J, Collins FS, Groop L, Altshuler D, Collins R, Lathrop GM, Melander O, Salomaa V, Peltonen L, Orho-Melander M, Ordovas JM, Boehnke M, Abecasis GR, Mohlke KL, Cupples LA.** Common variants at 30 loci contribute to polygenic dyslipidemia. *Nat Genet* 41: 56-65, 2009.

How the deposited data were processed for this re-analysis (not part of the article)

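Global gene expression was measured in 28 pools of aortic wall, 14 from the high and 14 from the low WSS region, each from 5 male Wistar rats. The deposited values of the Rat Gene 1.1 ST arrays are on the log2 scale. As the paper states, the authors made them with RMA, that is background correction, quantile normalization and summary per probe set, and the paper's text names no correction for batch or pair. The values used here start from that table, which is not filtered on level or annotation. Levels over background limit the precision for dim probe sets, and no count or depth exists for arrays.

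Each pool has a number from 1 to 14 in its region, and pools of the same number were taken as a pair. The p-values in the paper's Table S1 were used to check this. Of its 781 genes, 690 have a symbol among the probe sets tested here, and for 690 of these a paired t-test by number gave a p within 1 percent of the table's, with the same direction and a fold within 0.011 for 689. The deviations of the paired pools from the mean of their region had correlations of -0.01 to 0.48, over 0.1 in 11 of 14 pairs, with a mean of -0.017 between pools of different numbers, and pairs 1, 2 and 3 were not over 0.1. No 2 arrays were copies of each other, since r between arrays ran from 0.9792 to 0.9965 and every 2 arrays differed by at least 2 on the log2 scale in some probe set.

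Probe sets without a gene symbol in the annotation used here or with a mean level under 4 over all 28 arrays were left out, which left 13383. The comparison of low with high WSS used limma 3.58.1 in R 4.3.3 (linear model with the pair as a block, empirical Bayes), with the Bonferroni threshold at 0.05 over the probe sets tested and the Benjamini-Hochberg adjusted p under 0.05 for single genes. The paired t-test of the methods was run beside it on the same probe sets. The number of symbols and the filter differ from the paper's count of genes tested. The comparison was tested on simulated data with 200 changed probe sets, 50 at each size. At sizes of 0.3, 0.6, 1 and 2 on the log2 scale, 41, 50, 50 and 50 passed an adjusted p of 0.05, with 13 false calls, and 0 false calls passed the Bonferroni threshold.

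Gene lists were fixed before the data were examined, for flow biology (pro-inflammatory mediators, shear-induced endothelial protective genes, Nrf2 and antioxidant genes, pro-oxidant enzymes, proliferation), for cell types that the wall or its surroundings could hold (endothelial cells, contractile smooth muscle, fibroblasts and adventitia, leucocyte markers named by the paper, macrophages and myeloid cells, T, B and mast cells, neurons and autonomic ganglia, Schwann cells, white and brown adipocytes, cardiac and skeletal muscle, cartilage), for development (Hox genes, paraxial mesoderm, neural crest and pharyngeal arches) and for other processes (unfolded protein response, ER translocation and early secretory pathway, calcium signaling, MMPs and TIMPs, collagens, glycolysis, cytosolic ribosomal proteins, immediate early genes, heat shock, Notch, TGF-beta and BMP, circadian clock). Each list was tested against the other genes with camera at a preset correlation of 0.01 and again with a correlation estimated from the data, adjusted over the 31 lists. Table 1 and Table S1 of the paper had been read before the lists were written, and many lists hold genes of these tables, so no count or test of a list is independent of the paper's results. Transcription factors were taken by family names of the symbols and tested with Fisher's exact test, which stands in for the gene ontology analysis of the paper, and ontology terms were not analysed here.

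The genes named were chosen by a rule fixed before the data were examined. They are the 10 genes with the largest change in each direction among those past the Bonferroni threshold and changed in the same direction in all 14 pairs, every gene the paper names for the array, and in each list up to 4 members with the smallest adjusted p and those that went the other way past the threshold. A gene outside this rule is named only where the text says that it was chosen after its values were seen. Genes that could be measured only with probe sets of several symbols are not named.

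Alternatives set before the data were examined were the paired t-test, Welch's test without pairing, limma without the pair, with trend and robust estimation and with array weights, no filter and a mean level of at least 6, probe sets without symbols, 1 probe set per gene, arrays centred on their medians or quantile normalized again, Tagln and Cnn1 as covariates, and each pair left out in turn. Added after the data were seen were the mean of the adipocyte list as a covariate, pairs 4 to 14 alone, pairs 1 to 7 and 8 to 14 alone, and the list test without the pair. The comparison of the myeloid list with the endothelial and fibroblast lists over the pairs was added then too, as were the mean of the 8 higher myeloid genes with the adipocyte covariate and in the pairs with lower adipocyte genes in low WSS, and the levels of the neuron genes. The laboratory measurements by QRT-PCR, immunohistochemistry and flow simulation were not analysed here. Figures were drawn with matplotlib 3.10.9.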

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

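The tests of position along the aorta and of adipose tissue on the second principal component were chosen only after the result was seen, as were the comparison of the myeloid list with other cell types, the separate tests of adipose and of lymphoid tissue for it (first set as 1 joint test), the need for members off background in the neuron test, the adipocyte covariate and pairs 4 to 14 alone, while the others were set before. The values in the next paragraph come from data that the paper analyses briefly or not at all.

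The median log2 difference (low minus high WSS) was 0.124 for the 25 measured genes of the unfolded protein response. It was 0.113 for the 30 genes of ER translocation and the early secretory pathway. For the 77 symbols of the cytosolic ribosomal protein list, which include -like loci, it was 0.089. For the 19 measured immediate early genes it was -0.376. Among 4677 probe sets with a mean level of at least 4 and no symbol here, 247 passed the Bonferroni threshold, 78 higher and 169 lower in low WSS, of which 213 changed in the same direction in all 14 pairs and 53 by at least 2-fold.

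Chance in the grouping of the pools can be excluded for the counts of probe sets. High and low were swapped at random within pairs in 100 splits, the real split included, and only the real split (1 of 100) reached its count. The counts were 1004 past the Bonferroni threshold against 0 in the highest other split, 5644 past an adjusted p of 0.05 against 0, and 305 with Tagln and Cnn1 as covariates against 1.

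Hand2, Isl1 and Slc5a7 are all active in autonomic neurons and were higher in low WSS, so ganglion neurons in the low WSS pieces are a candidate source. The other 7 measured genes of the neuron list had a median log2 difference of -0.016, with 1 higher and 2 lower, which met the bound set against neurons, but that bound took no account of level, since only 1 of the 7 has a mean level of at least 6 and the mean pair difference of -0.147 (SE 0.038) is -0.009 (SE 0.038) without Npy. On the array, neurons and other sources therefore cannot be told apart. In the paper's immunostaining HAND2 protein was found only in the endothelium, with stronger staining in low WSS regions. That goes against neurons as the source of Hand2, while no staining is reported for Isl1 or Slc5a7. Position along the aorta, rather than flow, is a further explanation, and the Hox list had a median of -0.449 between the regions. Each flow region is 1 position in the arch, so position and flow cannot be told apart for these genes. The same holds for every other difference between the regions given here.

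In the myeloid list 8 of 20 genes were higher in low WSS and 1 was lower, while 4900 of all 11750 genes passed the same test. The 8 higher genes could come from less smooth muscle in the low WSS pieces or from the cells of the wall. Perivascular adipose or lymphoid tissue left on those pieces is another possible source. Less smooth muscle would raise the genes of all other cell types alike. The myeloid list parted from the endothelial list by 0.17 (SE 0.071, 9 of 14 pairs) and from the fibroblast list by 0.171 (SE 0.051, 10 of 14 pairs). This argues against less smooth muscle only as the whole cause of the myeloid list mean, itself within 2 SE of 0. The endothelial list is a loose yardstick, since its pair differences ran from -0.61 to 0.81. The comparison was not made for the 8 higher genes, so for them it decides nothing. With Tagln and Cnn1 as covariates the mean difference of the myeloid list was 0.184 (SE 0.106), against 0.17 (SE 0.087) without them. That correction is too imprecise to decide. Adipose tissue is argued against as the whole cause of the 8 higher genes, whose mean difference was 0.49 (SE 0.07). With the adipocyte covariate their mean difference was 0.444 (SE 0.066) and all 8 still passed. It was 0.322 (SE 0.095) in the 6 pairs with lower adipocyte genes in low WSS. The 8 were picked as higher over these same pairs, which favours means above 0. These values therefore speak only for the 8 genes and not for the list. Tyrobp, 1 of the 8 and named after its values were seen, did not pass in pairs 4 to 14 alone. The median of the whole list was 0.126, 0.064 with the covariate and -0.004 in pairs 4 to 14 alone, where Mrc1 and Cd163, markers of resident macrophages chosen after their values were seen, were lower at -0.40 (adjusted p = 0.00347) and -0.51 (adjusted p = 0.000906), as with the covariate at -0.33 (adjusted p = 0.00705) and -0.44 (adjusted p = 0.00121), against -0.22 (adjusted p = 0.115) and -0.27 (adjusted p = 0.121) over all pairs. Lymphoid tissue and the cells of the wall cannot be told apart, because none of the 6 measured genes of T, B and mast cells, with a median of -0.075 (mean pair difference -0.051, SE 0.045), has a mean level of at least 6.

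Pools of both regions spread along the second principal component, for which perivascular adipose tissue on some pieces is a candidate explanation. The scores also went with the pool number, from 24.8 to 83.5 in pairs 4 to 7 and from -49 to 5.5 in pairs 8 to 14. In pairs 1 to 3 they ran from -51.9 to -32.1 in high and from 15.6 to 51.3 in low WSS. A difference between pools that follows their number therefore cannot be told apart from adipose tissue. Computed without the adipocyte list, the component followed the mean of that list with Pearson's r = 0.75 in high WSS (n = 14, permutation p = 0.004, adjusted 0.008) and r = 0.70 (0.6962) in low WSS (p = 0.0082, adjusted 0.0082), with Spearman's rho of 0.51 (p = 0.064, adjusted 0.064) and 0.55 (p = 0.045, adjusted 0.064), over 2 relations. Without the 2 pools farthest from the median r was 0.60 (p = 0.054) and 0.54 (p = 0.07), so the relation rests in part on those pools. Tissue that was present and other differences between pools cannot be told apart here, since r in low WSS is just under the bound of 0.7, which was set after the result was seen, and no measure of the tissue besides these genes was analysed. For this spread no explanation besides adipose tissue was tested. A change within the cells of the wall was not tested as a cause of any pattern above.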

How the results depend on the processing

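The pairs 4 to 14, 1 to 7 and 8 to 14, the adipocyte covariate and the list test without the replicate block were chosen after the data were seen, the other alternatives before. Against 1004, between 763 and 1403 probe sets passed the Bonferroni threshold over the planned tests, filters and scalings (984 without the replicate block, 525 higher) and 789 to 1052 with each pair left out (5212 to 5845 past an adjusted p of 0.05, 44.4% to 50.6% higher, 7 to 8 of the 8 QRT-PCR genes, 7 without replicate 2). With Tagln and Cnn1 as covariates the counts were 305 and 3492, where covariates that take 49.9% of the variance of the region term widen the error. In pairs 1 to 7 alone the counts were 63 and 2130, and in pairs 8 to 14 alone 392 and 5624, with the same number of pairs, and the cause of this difference was not tested. With arrays centred on the median the share of higher probe sets was 66.9%. Centring adds the same amount to every log2 difference, and the median over all tested probe sets was 0.0348 instead of -0.0032. Of 213 named genes 196 were called, 143 of them the same under every alternative set before and 115 under the later ones too. Myl7 reversed, to 0.037, in pairs 8 to 14 alone.

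Changed genes per list without the replicate block were 2 (pro-oxidant), 4 (proliferation), 1 (Schwann), 2 (adipocytes), 10 (immediate early) and 2 (circadian). At a mean level of at least 6, which tests fewer genes, they were 2 (pro-oxidant), 2 (proliferation), 0 (study's leucocyte markers), 5 (myeloid), 0 (neurons), 1 (Schwann), 3 (cardiac and skeletal), 2 (cartilage), 4 (Hox), 2 (paraxial), 7 (neural crest) and 3 (circadian). They were 1 (T, B and mast) and 1 (Schwann) with arrays centred on the median or quantile normalized again, and 2 (adipocytes) by the methods' t-test. With the adipocyte covariate 5 endothelial genes changed, and in pairs 4 to 14 alone 6 (endothelial), 2 (study's leucocyte markers), 14 (myeloid), 2 (adipocytes) and 3 (cardiac and skeletal). Causes were not tested.

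With an estimated correlation the list calls ended, at adjusted p = 0.0769 (Hox), 0.471 (paraxial), 0.784 (neural crest), 0.651 (unfolded protein, secretory and glycolysis), 0.72 (ribosomal) and 0.263 (immediate early), while under their other alternatives adjusted p ran from 7.14e-06 to 0.0443, apart from the ribosomal list. With Tagln and Cnn1 the ribosomal list was at 0.155 and the myeloid list at 0.0359 (0.0359 to 0.877 over its alternatives), and the Notch list was at 0.0455 in pairs 4 to 14 alone (0.0455 to 0.877). The smooth muscle correction gave 791 probe sets with the mean of the contractile list, 725 without the replicate block and 86 in pairs 4 to 14 alone. The correlation of fold and log P was 0.432 over called probe sets, 0.899 as Spearman's rho, 0.344 as rho over called ones and 0.775 with log2 folds. Dim probe sets limit what the arrays show, since levels near background compress differences.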

Differences from the paper's values

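For Ryr3 the paper's p in Table 1 is 1.65e-10, and the paired t-test gave 2.53e-11 here. For Ppib the paper's p in Table 1 is 4.18e-11, and 7.28e-11 was found here. Both values found here match those in the paper's Table S1. For Gapdh the paper's p is 8.97e-10 in both tables, and 7.34e-09 was found on the probe set with 1 symbol and the smallest p, while a probe set that carries 2 symbols gave 8.97e-10. No alternative test was set for these p-values. Of the 29 genes of Table 1 compared, 17 had a p within 2 percent of the table's, and 28 folds lay within 0.011 of it.

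The paper's counts of altered genes, 781 with 387 higher in low WSS, lie within 1.5 times of the 1004 and 480 from limma and the 763 and 379 from the paired t-test, whose thresholds follow the number of probe sets tested here. Of the alternatives set before the data were examined, those over 1.5 times from the paper's counts were trend and robust estimation (1269 and 622), array weights (1403 and 672), arrays centred on the median (715 higher) and Tagln and Cnn1 as covariates (305 and 141). The paper's correlation of fold change and log P is 0.71, and 0.70 was found over all probe sets, 0.432 over those called, 0.899 and 0.344 as Spearman's rho over all and over called probe sets, and 0.775 with log2 folds.

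The paper states that leucocyte markers, CD43 among them, were either not detected or not significantly different between the regions. Spn (CD43) rose by 0.43 (adjusted p = 8.84e-06, 14 of 14 pairs) and passed the Bonferroni threshold in limma and in the paired t-test (p = 3.45e-06). CD4 had 1 of 2 probe sets lower (adjusted p = 0.00202), not past that threshold, while Itgam and Ncam1 did not pass and CD3, CD28 and CD16 lay under the minimum level.

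The paper describes pro-inflammatory genes as higher and antioxidant genes as lower in low WSS. Over the whole lists used here, which are not the paper's, 3 pro-inflammatory mediators were higher and 5 lower, and 4 antioxidant genes were higher and 3 lower. More pro-oxidant enzymes (3 and 1) and proliferation genes (6 and 1) were higher than lower, the direction that the paper describes. Neither of these 2 lists passed camera (adjusted p = 0.269 and 0.143). At a mean level of at least 6 each had 1 higher and 1 lower. Over all genes 4900 of 11750 passed an adjusted p of 0.05. The higher pro-oxidant genes Cybb, Rac2 and Ncf4 encode proteins of phagocytes, whose markers were higher too, while Nox4 was lower, and more phagocytes were not separated from a change within cells. The 29 genes compared from the paper's Table 1 all went in its direction. With arrays centred on the median, a setting set before the data were examined, 5 mediators were higher and 4 lower, with a median still at -0.052. Of the other settings chosen before, a mean level of at least 6 gave 2 higher and 6 lower. Arrays quantile normalized again gave 4 higher and 6 lower. In 2 settings chosen after seeing the values, more antioxidant genes were lower than higher, as the paper describes, with 4 higher and 6 lower with the adipocyte covariate and 4 higher and 5 lower in pairs 4 to 14 alone, and of 690 genes of Table S1 matched here, 76 and 185 were not past the Bonferroni threshold in these settings.

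The paper names TIMP2 among the altered inhibitors. Timp2 had an adjusted p of 0.0562 in limma, and it passed an adjusted p of 0.05 in the paired t-test, in Welch's test, without the replicate block, with trend and robust estimation, with array weights, at a mean level of at least 6, with arrays quantile normalized again and without replicate 3 or 6, and in pairs 8 to 14 alone, a setting chosen after the data were seen in which 446 of 690 genes of Table S1 matched here were not past the Bonferroni threshold. The paper states that correction for SM22 and calponin left the differential expression as it was, in a regression with WSS as the response. With Tagln and Cnn1 as covariates 305 probe sets passed the Bonferroni threshold in place of 1004, and all 1004 kept their direction and an adjusted p under 0.05.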

Other observations

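Immediate early genes, which cells induce within minutes of many stimuli, were lower in low WSS. Of 19 measured, 16 were lower and 0 higher (17 and 0 when adjusted over the list alone; camera adjusted p = 8.09e-06, and adjusted p = 0.263 with an estimated correlation), and 0 were higher at an unadjusted p under 0.05 or by the paired t-test. Atf3 fell by 0.74 (SE 0.08), the nuclear receptor gene Nr4a3 fell by 0.68 (SE 0.06) and Ier3 fell by 0.49 (SE 0.06), and without the pairing 10 genes changed and the call of Atf3 ended, as did that of Nr4a3 by Welch's test. Of 16 measured heat shock genes, 5 were higher and 8 lower (6 and 8 when adjusted over the list alone; camera adjusted p = 0.405), with the small heat shock protein genes Hspb1 at -0.53 (SE 0.06), Cryab at -0.54 (SE 0.07) and Hspb7 at 0.61 (SE 0.08). Of 13 measured genes of the circadian clock, 5 were lower and 0 higher (5 and 0 when adjusted over the list alone; camera adjusted p = 0.173), and 0 were higher at an unadjusted p under 0.05 or by the paired t-test. Per1 fell by 0.34 (SE 0.04) and Npas2 fell by 0.33 (SE 0.04).

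Of 18 measured genes of the Notch pathway, 2 were higher and 7 lower (2 and 8 when adjusted over the list alone; camera adjusted p = 0.182), with a median of -0.065 that was -0.132 with the adipocyte covariate and -0.182 in pairs 4 to 14 alone, settings chosen after the data were seen. The Notch target Heyl fell by 0.76 (SE 0.05, adjusted p = 2.47e-09) and the coactivator Maml2 fell by 0.42 (SE 0.05), while Rbpj, the DNA-binding partner of Notch, rose by 0.45 (SE 0.05). Of 26 measured genes of TGF-beta and BMP signaling, 6 were higher and 7 lower (6 and 7 when adjusted over the list alone; camera adjusted p = 0.781; 9 higher and 7 lower with arrays centred on their medians), with Ltbp2, a matrix protein, at 0.57 (SE 0.06), Id1 at 0.52 (SE 0.06), Bmp2 at -0.53 (SE 0.06) and Tgfb3 at -0.27 (SE 0.03). Of 10 measured genes of cartilage, 2 were higher and 3 lower (2 and 3 when adjusted over the list alone; camera adjusted p = 0.93), with the proteoglycan gene Acan at 0.49 (SE 0.07). Of 10 measured genes of cardiac and skeletal muscle, 2 were higher and 3 lower (2 and 3 when adjusted over the list alone; camera adjusted p = 0.405), with Ckm, the muscle creatine kinase, at -0.68 (SE 0.06), while at a mean level of at least 6 they were 2 higher and 1 lower. Of 11 measured Schwann cell genes, 2 were lower and 0 higher (1 and 0 when adjusted over the list alone; camera adjusted p = 0.415), with the myelin protein gene Pmp22 at -0.14 (SE 0.03), and 0 were higher at an unadjusted p under 0.05 or by the paired t-test.

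Vcam1 and Tnf, which the paper measured by QRT-PCR, had differences of 0.39 (SE 0.12, adjusted p = 0.0133, higher in 9 of 14 pairs) and -0.10 (SE 0.05, adjusted p = 0.131, higher in 4 of 14 pairs) on the array, and the call of Vcam1 ended with Tagln and Cnn1 as covariates and, in settings chosen after the data were seen, in pairs 4 to 14 and 8 to 14 alone. The mean level of Tnf was 4.01 (4.06 in high and 3.96 in low WSS), at the minimum of 4. Its array value therefore cannot be set against the paper's higher TNF by QRT-PCR. Endothelial genes lower in low WSS with the adipocyte covariate were Vwf at -0.25, Cldn5 at -0.20, Sox18 at -0.42, Robo4 at -0.21 and Mmrn2 at -0.33, of which Sox18 and Robo4 were chosen after their values were seen.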
